# Identification of miRNAs regulating MAPT expression and their analysis in plasma of patients with dementia

**DOI:** 10.3389/fnmol.2023.1127163

**Published:** 2023-05-31

**Authors:** Paola Piscopo, Margherita Grasso, Valeria Manzini, Andrea Zeni, Michele Castelluzzo, Francesca Fontana, Giuseppina Talarico, Anna Elisa Castellano, Roberto Rivabene, Alessio Crestini, Giuseppe Bruno, Leonardo Ricci, Michela A. Denti

**Keywords:** dementia, MAPT, microRNA-capture affinity technology, microRNA, biomarkers, Alzheimer’s disease, Frontotemporal dementia

## Abstract

**Background:**

Dementia is one of the most common diseases in elderly people and hundreds of thousand new cases per year of Alzheimer’s disease (AD) are estimated. While the recent decade has seen significant advances in the development of novel biomarkers to identify dementias at their early stage, a great effort has been recently made to identify biomarkers able to improve differential diagnosis. However, only few potential candidates, mainly detectable in cerebrospinal fluid (CSF), have been described so far.

**Methods:**

We searched for miRNAs regulating MAPT translation. We employed a capture technology able to find the miRNAs directly bound to the MAPT transcript in cell lines. Afterwards, we evaluated the levels of these miRNAs in plasma samples from FTD (*n* = 42) and AD patients (*n* = 33) and relative healthy controls (HCs) (*n* = 42) by using qRT-PCR.

**Results:**

Firstly, we found all miRNAs that interact with the MAPT transcript. Ten miRNAs have been selected to verify their effect on Tau levels increasing or reducing miRNA levels by using cell transfections with plasmids expressing the miRNAs genes or LNA antagomiRs. Following the results obtained, miR-92a-3p, miR-320a and miR-320b were selected to analyse their levels in plasma samples of patients with FTD and AD respect to HCs. The analysis showed that the miR-92a-1-3p was under-expressed in both AD and FTD compared to HCs. Moreover, miR-320a was upregulated in FTD vs. AD patients, particularly in men when we stratified by sex. Respect to HC, the only difference is showed in men with AD who have reduced levels of this miRNA. Instead, miR-320b is up-regulated in both dementias, but only patients with FTD maintain this trend in both genders.

**Conclusions:**

Our results seem to identify miR-92a-3p and miR-320a as possible good biomarkers to discriminate AD from HC, while miR-320b to discriminate FTD from HC, particularly in males. Combining three miRNAs improves the accuracy only in females, particularly for differential diagnosis (FTD vs. AD) and to distinguish FTD from HC.

## 1. Introduction

The World Health Organization declared that in 2019 over 50 million people in the world have some form of dementia (GBD, 2019 Dementia Forecasting Collaborators, 2022), a condition of chronic and progressive brain function disruption leading to a decline of the cognitive faculties of the person. There are many causes for dementia, including primary neurologic, medical and neuropsychiatric conditions. Among those primary neurodegenerative forms, Frontotemporal Dementia (FTD) and Alzheimer’s disease (AD) share similar clinical symptoms. This fact can often cause misdiagnoses and, consequently, result in inappropriate treatments (Gale et al., 2018). While the recent decade has seen significant advances in the development of novel biomarkers to identify neurodegenerative disorders at their early stage, a great effort has been recently made to identify biomarkers able to improve differential diagnosis of dementias. However, only few potential candidates, mainly detectable in cerebrospinal fluid (CSF), have been described so far (Bjerke and Engelborghs, 2018).

On the other hand, there is an urgent and unmet need of non-invasive and reliable biomarkers to identify patients during early, asymptomatic stages of the disease, when a pharmacological intervention is still possible.

Recently, a novel and promising class of biomarkers for diagnosing and prognosing central nervous system (CNS) diseases has been proposed. Several studies have shown that alterations of the microRNAs (miRNAs), essential components of gene-regulatory networks, play a critical role in the occurrence and development of a variety of neurodegenerative diseases. MiRNAs are a class of small non-coding RNAs, which mainly act as powerful post-transcriptional regulators. In particular, miRNAs target specific mRNAs inducing the repression of translation or their degradation to modulate and fine-tune gene expression levels (Schratt, 2009). They undergo a specific tissutal and temporal distribution, as indicated by several studies on miRNA profiling in different chronic diseases. The alteration of their expression has been associated with almost all cancers and many non-cancer diseases such as AD, multiple sclerosis and heart failure (Leidinger et al., 2013; Keller and Meese, 2016). MiRNAs result long lasting in all human biofluids, because their resistance to degradation. In fact, circulating miRNAs are transported by extracellular vesicles or lipoproteins, (Dorval et al., 2013) and their complexation with proteins, included in the RNA-induced silencing complexes (RISC) (Bartel, 2004) protects them from enzymatic degradation.

Of the about 2,500 mature miRNAs identified in humans (Friedländer et al., 2014), 70% were estimated to be expressed in the nervous system (Adlakha and Saini, 2014), although only a handful of them are expressed in a brain specific or brain-enriched manner. MiRNAs expressed in the CNS mainly regulate neural differentiation, synaptic plasticity and neurite outgrowth (Fehlmann et al., 2016).

MiRNAs are easily detectable in body fluids (plasma, serum, urine, saliva, milk, CSF), using specific simple and sensitive assays. This fact, together with their stability even after a long time period of storage, makes miRNAs good candidates as possible diagnostic and/or prognostic biomarkers in different pathophysiological processes for neurodegenerative disorders and conditions affecting the CNS, particularly in older adults (Grasso et al., 2014, 2015; Piscopo et al., 2016).

Tau is encoded by the MAPT (microtubules associated protein Tau) gene. It interacts with microtubules, modulating their dynamic instability and axonal transport, beyond affects the synaptic function and plasticity. Tau phosphorylation regulates the activity of the proteins and it is directly implicated in pathological processes (Wang and Mandelkow, 2016; Pîrşcoveanu et al., 2017; Naseri et al., 2019). In fact, phosphorylation is able to reduce the Tau tendency to bind microtubules, augmenting its unbounded amount that tend to aggregate (Pîrşcoveanu et al., 2017). Tau has a relevant role in both AD and FTD. Elevated phosphorylation and aggregation of Tau are widely considered pathological hallmarks in AD, while filamentous inclusions of Tau represent a feature in cases of inherited and sporadic FTDs. Moreover, several MAPT mutations were associated to FTD, especially those that alter the ratio between the 6 different Tau isoforms, favoring the more aggregation-prone forms (Wang and Mandelkow, 2016).

The ultimate aim of this study was to identify miRNAs as possible diagnostic molecular biomarkers for dementias. For this propose, we intended to search for miRNAs regulating MAPT translation. Given a mRNA, *in silico* tools to predict miRNA interactors are still not reliable and yield a vast number of candidates. Therefore, we employed a capture technology able to find the miRNAs directly bound to the MAPT transcript in cell lines. Afterwards, we analysed these miRNAs in human samples from FTD and AD patients and relative healthy controls.

## 2. Materials and methods

### 2.1. Cell cultures

Human neuroblastoma Kelly cell line was cultivated in RPMI-1640 medium (Gibco®, Life Technologies) supplemented with 2 mM L-Glutamine, Penicillin/Streptomycin and 10% Fetal Bovine Serum (FBS). All cell cultures were maintained at 37°C in a humidified atmosphere of 5% CO2.

### 2.2. microRNA-capture affinity technology (miR-CATCH)

The miR-CATCH is based on the pull down of the mRNA of interest together with their naturally bound miRNAs after reversible crosslinking (Figure 1A). The method was performed as described (Zeni et al., 2022).

**Figure 1:**
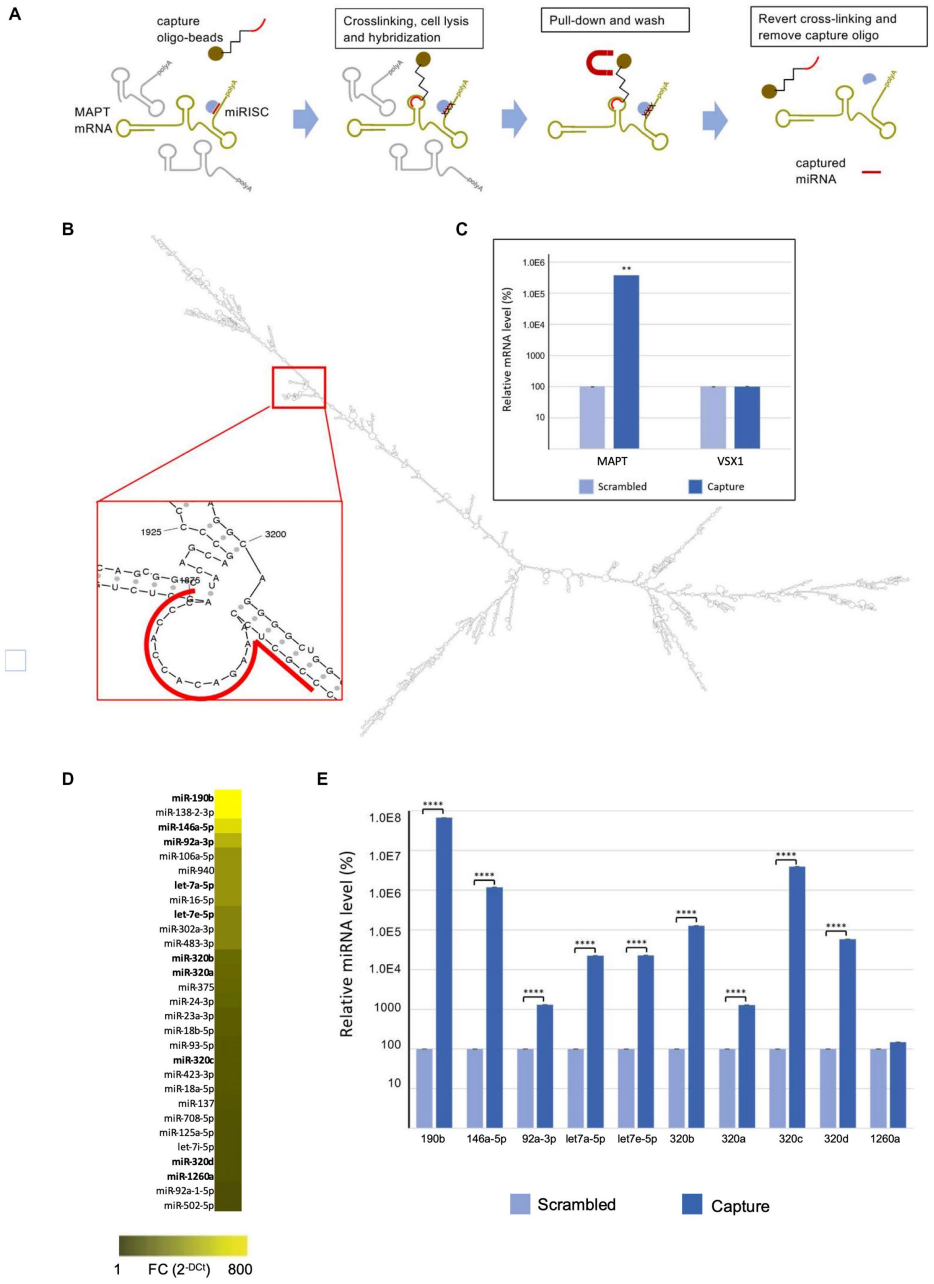
MAPT mRNA miR-CATCH. **(A)** Schematic representation of miR-CATCH (1) active mRNA:miRISC complexes are cross-linked using formaldehyde fixation; (2) cells are lysed; (3) capture oligonucleotide probes complexed with metal beads are hybridized to the target sequence in the mRNA of interest; (4) target mRNAs and the miRISC complexes bound to them are pulled down using magnetic separation; (5) the unbound non-target mRNAs (in grey) are washed away resulting in the enrichment of target mRNA:miRISCs complexes; (6) cross-links are reversed and capture oligonucleotides removed enabling measurement of the enrichment of the target MAPT mRNA and of the captured miRNAs (compared to a scramble capture oligo). **(B)** In the red call-out, the accessible, partially single-stranded region chosen as target for the capture oligonucleotide is shown. The region is located between bases 1855 and 1875 of transcript variant 9 and is present in all variants. **(C)** miR-CATCH was performed in Kelly cells using capture oligonucleotide (Capture; *n* = 3) or scrambled control oligonucleotide (Scrambled; *n* = 3). **(D)** Identification of MAPT mRNA-binding miRNAs. Heat Map showing the miRNAs significantly enriched in MAPT-miR-CATCHed samples. Data are reported as Fold Change (FC = 2-Ct). The ten miRNAs selected for further validation are shown in bold. **(E)** Enrichment of miR-190b, miR-146a-5p, let7a-5p, let7e-5p, miR-320b, miR-320a, miR-320c, miR-320d, miR-92a-3p, and miR-1260a. **** *p* < 0.0001.

### 2.3. DNA capture oligonucleotides construction

The MFold web server^1^ was used to model the secondary structure of MAPT mRNA. The thermodynamically most stable structures were analysed with UGENE^2^ to identify the single stranded regions. A specific 5′ biotinylated DNA capture oligonucleotide (5′-GGG TGG TGT CTT TGG AGC GG −3′) was designed against region 1855–1875 of MAPT transcript variant 9 (NCBI NM_001377265.1), region present in all MAPT RNA variants (Figure 1B). The specificity of the capture oligo was analysed with Basic Local Alignment Search Tool (BLAST; http://blast.ncbi.nlm.nih.gov/Blast.cgi), showing a 17 bp complementarity to the *Homo sapiens* visual system homeobox 1 (VSX1) transcript variant 2 mRNA. BLAST A scrambled DNA 5′ biotinylated oligonucleotide (5′-ATA TAT TAG ATT GCG TAT AAT TAG G-3′) was designed as non-specific control for the miR-CATCH. This control oligo does not recognize any human transcript, according to the BLAST analysis performed.

### 2.4. Cross-linking, hybridization, and co-precipitation of complexes

Kelly neuroblastoma cells were crosslinked with 2% paraformaldehyde. After several washes with ice-cold DPBS (Dulbecco’s Phosphate Buffered Saline), cells were lysed and homogenized with glass beads. In parallel, biotinylated capture or scramble oligonucleotides were immobilized on MyOne streptavidin magnetic beads (Dynabeads Magnetic Separation Technology –Thermo Fisher Scientific). Cell lysates were incubated with these beads. After several washes, the beads were incubated at 60°C for 5 min to reverse the interaction between the biotin-labeled DNA: mRNA: miRNA complexes and the magnetic beads. Cross-linked nucleic acids and proteins were incubated for 45 min at 70°C to reverse the cross-linkages. Samples were subsequently used for the following validations.

### 2.5. mRNAs and miRNAs quantification

For the quantification of MAPT transcripts from total RNA, cDNA was synthesized by retrotranscription using RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific®) with oligo (dT) primers, according to the manufacturer’s protocol. Real-Time PCR was performed using Kapa SYBR fast qPCR master mix (Kapa Biosystem®) and primers MAPT_Forward (5’-ACATCCATCATAAACCAGGAGGT-3′) and MAPT_Reverse (5’-TGTCTTGGCTTTGGCGTTCT-3′). PCR reaction (10 μL) contains 0,3 μM of each primer, 5 μL of master mix and 10 ng of cDNA. Then, the levels of mRNAs measured in capture compared to the levels obtained in scramble samples were analysed by the 2-ΔCt method.

The miRNome pull-down in the capture and scramble samples of the miR-CATCH experiments were analysed by reverse-transcription and Real Time PCR (qRT-PCR) using microRNA Ready-to-Use PCR Human Panels (Exiqon). This analysis was performed on 3 independent captures and 3 scramble samples.

For each capture or scramble sample two panels covering 752 human miRNAs were investigated. Data were analysed with Genex software. First inter-plate calibration was performed to compare the results of the first and the second Exiqon panel by using UniSp3 IPC samples present in the plates. Then, N/A values (not expressed miRNA) were substituted with a Ct of 40. Samples with at least 66% of total values were selected, resulting in measurable data for 272 miRNAs. The normalization was performed by the global mean of all miRNAs’ Cts and ∆∆Ct for each selected miRNA.was obtained by using ∆Ct of scramble samples, as controls. The validation of selected miRNAs was performed by TaqMan® microRNA Assay (Applied Biosystems).

### 2.6. microRNA overexpression

The plasmids over-expressing nine miRNAs (let-7a-5p, let-7e-5p, miR-190b, miR-1260a, miR-320a, miR-320b, miR-320c, miR-320d, miR-92a-3p) and miR-181a as a negative control have been generated by cloning a fragment containing the precursor region of miRNAs (pre-miRNA) in the psiUx plasmid, using BglII and XhoI or BglII and KpnI restriction sites. PCR amplification of the fragments was performed on human genomic DNA (#G1471 Promega) with PCR primers detailed in Supplementary Table S1. Plasmids for miR-1260a and miR-181a were available from previous work (Piscopo et al., 2016; Mancini et al., 2021).

For overexpression experiments, 5×105 cells per well were seeded in 24-well dishes and transfected with miRNA-overexpressing plasmids and Lipofectamine3000® (Life Technologies) in a 3:1 ratio. After 48 h proteins were extracted and analysed.

### 2.7. microRNA inhibition

Kelly cells were transfected with miRCURY LNA microRNA Inhibitors (Exiqon) for hsa-miR-92a-1-3p, hsa-miR-320a and hsa-miR-320b and negative Control A (Exiqon).

For inhibition experiments, Kelly cells were transfected at 50–60% confluence with Lipofectamine® 3,000 without P3000 reagent and 12.5 mM/well of miRNA LNA inhibitors. After 48 h proteins were extracted and analysed.

### 2.8. Western blot

20 μg of proteins were separated by 10% SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred on nitrocellulose membrane by using the iBlot® Dry Blotting System (Life Technologies) at 20 V for 7 min. Blots were first blocked with 5% Bovine Serum Albumin (BSA) in PBST (PBS+ 1% Tween 20). Membrane was incubated with a dilute solution of primary rabbit polyclonal anti-Tau Dako and GAPDH (Agilent Technologies® A0024, 1:1000) in 1% powdered milk at room temperature for 1 h or over-night at 4°C and then for 1 h at room temperature with a diluted solution of secondary fluorescent antibody (Abcam®) in 1% of BSA. Membranes were scanned with the LI-COR Odyssey Infrared Imaging System according to the manufacturer’s instructions. Densitometric analysis was performed using Image Studio® and results were normalized by housekeeping GAPDH.

### 2.9. Subject’s recruitment

Patients were recruited from Memory Clinic of “Sapienza” University (Rome, Italy) and from Alzheimer’s Unit of IRCCS Neuromed (Pozzilli, Italy). FTD was diagnosed according to current international diagnostic criteria (Neary et al., 1998; Rascovsky et al., 2011), while the AD diagnosis followed DSM-IV and NINCDS-ADRDA criteria (McKhann et al., 1984). Moreover, all patients underwent standard evaluations including (1) a detailed clinical history recorded from the patients and/or caregivers; (2) an extensive physical exam; (3) neurological examination; (4) an extensive neuropsychological testing including the Mini-Mental State Examination (MMSE); (5) laboratory tests to exclude secondary causes of dementia; (6) brain imaging (magnetic resonance imaging or computerized tomography); and (7) in most cases, 99mTc-HMPAO SPECT or FDG PET scan. All patients were screened for possible mutations in APP, PSEN1, PSEN2, MAPT, GRN, and C9ORF72 genes. Controls were healthy volunteers cognitively normal enrolled among patients’ partners or caregivers. All of them were subjected to a neurological assessment to evaluate cognitive and functional state. The study was approved by ethical committees of both institutes and all the enrolled subjects gave an informed consent.

### 2.10. Samples collection and miRNA quantification

All the procedures were already tested and adapted in our previous works (Piscopo et al., 2018; Grasso et al., 2019). Whole blood was collected from each subject in tubes with EDTA and centrifuged at 2500 rpm, 4°C for 15 min to obtain plasma aliquoted in 250 μL and stored at −80°C. miRNA extraction was performed by the miRNeasy Serum/Plasma Kit (Qiagen), and reverse transcription into cDNA by miScript II RT Kit (Qiagen). cDNA obtained was diluted 1:10 and quantified by qRT-PCR in according to miRCURY LNA SYBR green PCR Kit (Qiagen) manufacturer’s protocol. A critical point in this methodology was to avoid cellular contamination and haemolysis of plasma samples. To check for possible haemolysis contamination of samples, we compared the levels of two miRNAs: hsa-miR-23a-3p, unaffected by haemolysis, and hsa-miR-451a, highly expressed in red blood cells. As reference, we used hsa-miR-93a-5p chosen as the best endogenous control in a previous publication (Grasso et al., 2019). Data of qRT-PCR were expressed as 2-ΔCt.

### 2.11. Statistical analysis

The ΔCt values of miRNA levels was expressed as mean ± standard error. We applied the T-Student test to obtain the *p* values and compare differential expression between two groups (*p* ≤ 0.05). To compare multiple groups, we used ANOVA test and Bonferroni Post-hoc, while Pearson test was used for the correlation analysis. Moreover, we built Receiver Operating Curves (ROCs) and calculated the AUC (Area Under Curve) for each miRNA and combinations of them, to obtain information about biomarkers’ diagnostic accuracy.

## 3. Results

### 3.1. MiR-CATCH identifies miRNAs targeting MAPT mRNA

With the aim of exploring circulating miRNAs to be used as possible biomarkers in FTD and AD differential diagnosis, we decided to look for miRNAs with a functional relevance in these neurodegenerative diseases. We reasoned that Tau protein expression and accumulation has a role in both dementias, and we set out to find which miRNAs directly regulate MAPT expression.

The use of computational analysis to accurately predict putative miRNAs that regulate specific mRNAs remains a challenging process, due to the high false-positive rates of predictions and the use of different algorithms that yield heterogeneous results. To identify the miRNAs binding to the MAPT mRNA, we therefore used an approach called MicroRNA Capture Affinity Technology (miR-CATCH; Figure 1A; Hassan et al., 2013; Zeni et al., 2022).

The method relies on the reversible crosslinking of active mRNA:miRISC complexes in the cells, using formaldehyde. Subsequently, cells were lysed and capture oligonucleotide probes complexed with magnetic beads are hybridized to the target sequence in the mRNA of interest. Target mRNAs and the associated miRISC complexes are then pulled down using magnetic separation and the unbound non-target mRNAs are washed away. Finally, crosslinks are reversed and capture oligonucleotides removed, enabling measurement of the enrichment of the target MAPT mRNA and of the captured miRNAs (compared to a scramble capture oligo).

To design a MAPT-specific capture oligonucleotide, the secondary structure of MAPT mRNA was predicted *in silico* and scanned for single stranded regions, as described in Zeni et al. (2022); (Figure 1B). MAPT mRNA exists in several variants resulting from alternative splicing of exons 2, 3 and 10 (Fontana et al., 2015). As we aimed at pulling down all isoforms, we modeled the longest variant (variant 9 MAPT mRNA, NCBI NM_001377265.1) and chose a target region present in all isoforms. The DNA capture oligonucleotide was designed to bind region 1855–1875 of MAPT mRNA and synthesized to carry a biotin at its 5’end. A scramble 5′-biotinylated oligonucleotide was also designed, to be used as a negative control.

Cells were crosslinked by formaldehyde and subsequently lysed and processed with the biotinylated capture oligonucleotide, in order to isolate MAPT mRNA:miRNA complexes by using streptavidin-coated magnetic beads. In parallel, cells were processed with the scramble biotinylated oligonucleotide. After crosslinking reversion, the eluted samples were analysed by qRT-PCR, which showed about 4,000-fold enrichment of MAPT mRNA in samples processed with the capture oligonucleotide (“capture”), compared to those processed with the scrambled control oligonucleotide (“scramble”) (Figure 1C).

As the capture 20-mer oligonucleotide showed 17-nt complementarity to the VSX1 mRNA in a BLAST analysis (see Materials and Methods), we performed qRT-PCR analyses also with primers specific for the VSX1 mRNA, a transcript not related to MAPT mRNA. As shown in Figure 1C, VSX1 mRNA was not enriched in the capture samples, compared to scramble samples.

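The eluates of 3 MAPT capture samples and 3 scramble samples of Kelly cells, an established human neuroblastoma line, were measured by real-time PCR on a pair of plates per sample. Panel I holds 372 miRNA assays and panel II holds 380. The readout of each well is a threshold cycle (Ct), and a lower Ct stands for more template. A well without a Ct is a well in which the miRNA was not detected. On panel I, the capture samples gave a Ct for 189, 152 and 177 miRNAs (172.7 ± 18.9, SD, n = 3) and the scramble samples for 25, 34 and 36 miRNAs (31.7 ± 5.86, SD, n = 3). Each capture sample lay above each scramble sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). On panel II, the capture samples gave a Ct for 87, 86 and 298 miRNAs and the scramble samples for 31, 26 and 370. Replicate 3 stood apart on panel II in both groups. Its capture had 56 wells under Ct 20 and its scramble had 86, against 2 or 3 in the other samples. The water well of panel II gave a Ct of 13.97 in capture replicate 3 and of 27.91 in scramble replicate 3, and no other water well gave a Ct. Over both panels, capture samples had a Ct for 276, 238 and 475 miRNAs and scramble samples for 56, 60 and 406 (exact permutation test, p = 0.3).

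**Figure D1:**
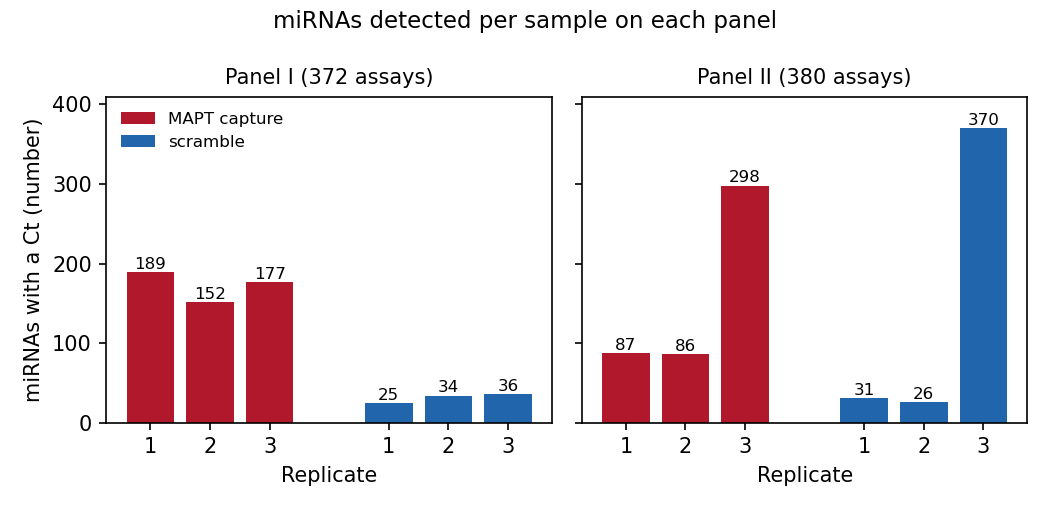
Number of miRNAs with a Ct (vertical axis) in each replicate (horizontal axis) of the MAPT capture (red) and scramble (blue) samples, for panel I on the left and panel II on the right. On panel I the capture samples lie between 152 and 189 and the scramble samples between 25 and 36, while on panel II replicate 3 of both groups, at 298 and 370, lies above all other samples.

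The paper describes a calibration of the panels with the UniSp3 wells, a Ct of 40 for wells without a Ct, and subtraction of each sample's mean Ct over all miRNAs. The deposited normalized levels are linear ratios for 272 miRNAs, 168 of panel I and 104 of panel II. These steps were not repeated exactly from the deposited Ct. The sum of log2 level and Ct was 35.06, 35.01 and 33.26 on panel I and 36.00, 36.60 and 35.60 on panel II of the 3 capture samples. On both panels of scramble replicates 1 and 2 it was 38.94 and 38.79. In scramble replicate 3 it was 38.55 on panel I, and this value was taken for panel II without being measured there. Here the log2 of the levels was compared between the 3 capture and the 3 scramble samples with limma, and p was adjusted by the Benjamini-Hochberg method over the 272 miRNAs. A well without a Ct has a level of 0.03, 0.06 and 0.02 in the 3 capture samples and of 0.48, 0.43 and 0.37 in the 3 scramble samples. By the sums above, a panel I miRNA with the same Ct in both groups has a log2 enrichment near -4.32 in these levels. In 90 cases a deposited Ct differs from the deposited level by over 0.6 cycles after calibration. Of these, 72 are panel II miRNAs of scramble replicate 3, judged by its panel I sum, and 71 of the 72 have the level of a well without a Ct.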

Samples were further analysed for the presence of 752 different miRNAs by miRNome qRT-PCR Human panel I + II (Exiqon). Data are available at NCBI’s Gene Expression Omnibus (GEO)^3^ under accession number GSE225256. 

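Of the 272 miRNAs, 40 were higher in capture than in scramble samples and 46 were lower at an adjusted p under 0.05 from limma (n = 3 samples per group). All 40 gave a Ct in all 3 capture samples, and 30 of them gave none in any scramble sample, so that their enrichment is measured against the level given to wells without a Ct. The scramble spread of these 30 (log2 SD 0.19) is that of the given level between samples. It is the same for miR-190b, miR-138-2-3p, miR-320c, miR-320d, miR-92a-1-5p and miR-532-3p, whose scramble Ct the deposited levels do not use. The standard errors and p-values of all these miRNAs therefore hold no measured spread in scramble. miR-138-2-3p had a log2 enrichment of 9.57 (standard error 1.70, adjusted p = 0.0091), miR-106a-5p of 6.73 (standard error 0.96, adjusted p = 0.0046) and miR-940 of 6.69 (standard error 0.78, adjusted p = 0.0026). miR-16-5p, a regulator of the cell cycle, had a log2 enrichment of 6.33 (standard error 0.91, adjusted p = 0.0046), and miR-302a-3p, known from pluripotent stem cells, of 5.93 (standard error 0.91, adjusted p = 0.0054). With 1 capture sample left out, these values ranged from 8.19 to 11.64 for miR-138-2-3p, a panel II miRNA, from 5.94 to 7.45 for miR-106a-5p, from 6.28 to 6.92 for miR-940, from 5.62 to 6.90 for miR-16-5p and from 5.25 to 6.57 for miR-302a-3p. The 29 miRNAs of Supplementary Table S2 were all among the 40, with a median log2 enrichment of 4.94 and the lowest at 3.46 for miR-502-5p. That list was chosen by the study on these samples, so its direction is not independent evidence.
Several families of related miRNAs were higher as groups (camera, with a preset correlation of 0.01), although none of the calls that follow holds with an estimated correlation between miRNAs. The families were listed before the data were examined but after the values of Supplementary Table S2 had been seen. Apart from miR-23b-3p and miR-15b-5p, their higher members are all in that table, which the study chose on these samples. The group calls are therefore not independent evidence. All 4 measured members of the miR-320 family were higher, at an adjusted p of 0.0020 for the family (adjusted p = 0.105 with an estimated correlation), but on the Ct without normalization miR-320c and miR-320d did not pass the test and the family had an adjusted p of 0.371, and miR-320c was at -0.99 with the global mean recomputed from the Ct. Both of these settings also bring back the Ct of scramble replicate 3 that the deposited levels of miR-320c and miR-320d do not use, and without normalization but with panel II of replicate 3 left out, a comparison chosen after the data were seen, both passed the test (adjusted p = 0.0017 and 0.038). There both rested on replicates 1 and 2 of each group, with scramble wells that had no Ct and were set to 40. Of 11 measured members of the miR-17-92 cluster and its paralogs, which promote proliferation, 5 were higher, 1 was lower and 5 did not pass the test (adjusted p = 0.0045 for the group, adjusted p = 0.385 with an estimated correlation). Besides miR-106a-5p, the higher members included miR-18b-5p at a log2 enrichment of 4.73 (standard error 0.89) and miR-93-5p at 4.50 (standard error 0.87). The lower member was miR-20a-5p, singled out after its value was seen, at -3.57 (standard error 0.89) in the deposited levels and at 0.75 on the Ct without normalization, where it did not pass the test. Its well is 1 of 3 on panel I with a Ct near 20 in all 6 samples (19.8 ± 0.25 in capture and 20.5 ± 1.08 in scramble, SD, n = 3), so that its assignment to this miRNA is uncertain. Of 8 measured let-7 miRNAs, which promote differentiation, 3 were higher, 1 was lower and 4 did not pass the test (adjusted p = 0.024 for the family, adjusted p = 0.349 with an estimated correlation). The lower member was let-7d-5p, at -4.74 (standard error 1.05) and at -0.42 without normalization (adjusted p = 0.853), and let-7i-5p was higher at 3.89 (standard error 0.91). Of 5 members of the clusters of miR-23, miR-27 and miR-24, 3 were higher and 2 did not pass the test, with miR-24-3p at 4.94 (standard error 0.84), miR-23a-3p at 4.76 (standard error 0.82) and miR-23b-3p at 3.34 (standard error 0.88). Of 3 measured members of the miR-15 and miR-16 family, 2 were higher, miR-16-5p and miR-15b-5p (3.05, standard error 0.85, and -0.13 relative to the small RNAs SNORD38B, SNORD49A and U6), and 1 did not pass the test. Both of these groups had an adjusted p of 0.035 (adjusted p = 0.332 and adjusted p = 0.349 with an estimated correlation). Adjusted over the list alone, the counts of these 5 families were the same. With 1 sample left out, the log2 enrichment ranged from 3.91 to 5.07 for miR-93-5p, from 3.16 to 4.47 for let-7i-5p, from -5.64 to -4.18 for let-7d-5p, from 2.78 to 3.96 for miR-23b-3p and from 2.45 to 3.47 for miR-15b-5p.

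**Figure D2:**
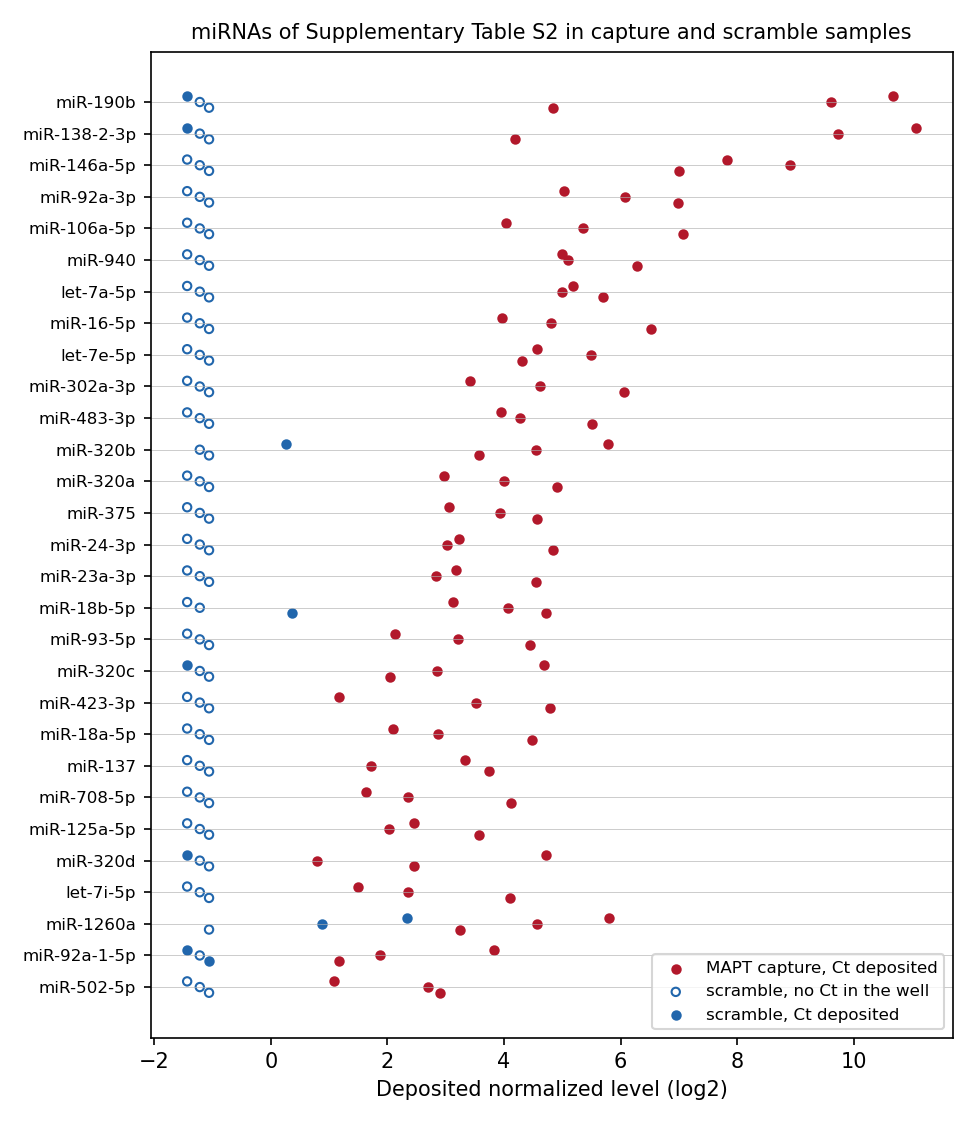
Deposited normalized level on a log2 scale (horizontal axis) of the 29 miRNAs of Supplementary Table S2, ordered by enrichment, in the 3 MAPT capture (red) and 3 scramble (blue) samples. Filled points had a deposited Ct and open points had none. For each miRNA shown the 3 capture samples lie above the 3 scramble samples. Of the filled scramble points, those of miR-190b, miR-138-2-3p, miR-320c, miR-320d and miR-92a-1-5p lie at the level of wells without a Ct.

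The 40 higher and 46 lower miRNAs became 79 and 0 without normalization, 20 and 0 with the global mean recomputed from the Ct, and 51 and 0 relative to the miRNAs detected in all samples (0, 18 and 2 lower at an unadjusted p under 0.05 from limma), against 8 and 121 relative to SNORD38B, SNORD49A and U6. Of the 9 scramble wells of these 3 small RNAs, 7 had no Ct and were set to 40. Without scramble replicate 1, 2 or 3, limma called 17, 13 and 14 miRNAs higher and 11, 5 and 3 lower, without capture replicate 1 it called 74 lower, and without replicate 3 of both groups, a comparison chosen after the data were seen, it called 16 higher and 3 lower. Recomputing over both panels left out the calibration and brought back Ct that the deposited levels do not use. On panel I alone, also chosen after the data were seen, limma called 35 higher and 47 lower in the deposited levels. Recomputed from the Ct, these panel I counts were 43 and 45, and without normalization 77 and 0. In the paper's approach the target mRNA is pulled down with the miRNAs crosslinked to it, and from an enrichment over the scramble samples of more than 10-fold at a p under 0.05 the paper identifies these miRNAs as binding to the MAPT mRNA.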

As shown in Figure 1D and detailed in Supplementary Table S2, 29 miRNAs were significantly enriched in capture samples compared to scramble samples. Out of these, 10 were selected for validation: let-7e-5p, let-7a-5p, miR-92a-3p, miR-146a-5p, miR-190b, miR-320a, miR-320b, miR-320c, miR-320d, miR-1260a (in bold in Figure 1D; Supplementary Table S2).

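In the deposited levels, miR-190b had the largest enrichment of the 10 selected miRNAs, a log2 value of 9.62 (standard error 1.49, adjusted p = 0.0054 from limma, n = 3 samples per group). miR-146a-5p, a regulator of innate immune signalling, was at 9.15 (standard error 0.83, adjusted p = 0.0017), a difference smaller than either standard error. Their order is not stable: without capture replicate 1, 2 or 3 miR-190b was at 11.39, 9.00 and 8.47 and miR-146a-5p at 9.60, 8.65 and 9.19. miR-146a-5p came at a Ct of 26.5 ± 1.36 (SD, n = 3) in the capture samples. miR-92a-3p, a member of the miR-17-92 cluster, had a log2 enrichment of 7.27 (standard error 0.83, adjusted p = 0.0026) and a Ct of 28.4 ± 0.47 (SD, n = 3) in capture. let-7a-5p was enriched by 6.53 (standard error 0.74) and let-7e-5p by 6.03 (standard error 0.77), both on the log2 scale, with Ct values of 29.2 ± 0.99 and 29.7 ± 1.03 (SD, n = 3) in capture. Their difference is smaller than either standard error. miR-320a had a log2 enrichment of 5.20 (standard error 0.83, adjusted p = 0.0059) and a Ct of 30.5 ± 0.47 (SD, n = 3) in capture. miR-146a-5p, miR-92a-3p, let-7a-5p, let-7e-5p and miR-320a are on panel I and gave no Ct in any scramble sample. Without normalization, miR-146a-5p came 13.5 cycles, miR-92a-3p 11.6, let-7a-5p 10.9, let-7e-5p 10.4 and miR-320a 9.52 cycles before the Ct of 40 given to wells without a Ct. The difference between miR-146a-5p and miR-320a in log2 enrichment is larger than the standard errors of both, and that between miR-320a and miR-320b, at 5.31 (standard error 0.92), is smaller. These differences between miRNAs were not tested.
The other selected miRNAs, miR-190b, miR-320b, miR-320c, miR-320d and miR-1260a, are on panel II, where replicate 3 stood apart in both groups. miR-320c had a log2 enrichment of 4.44 (standard error 0.92, adjusted p = 0.016), miR-320d of 3.89 (standard error 1.10, adjusted p = 0.036) and miR-1260a of 3.81 (standard error 1.15, adjusted p = 0.044). With 1 sample left out these ranged from 3.69 to 5.01 for miR-320c, from 2.86 to 4.82 for miR-320d and from 2.92 to 4.62 for miR-1260a, the last 2 both below and above the study's threshold of 10-fold. miR-1260a gave a Ct in scramble replicates 2 and 3, and each of the others gave 1 in scramble replicate 3 alone. The Ct in capture was 27.7 ± 3.18 for miR-190b and 32.9 ± 1.70 for miR-320c (SD, n = 3). Without normalization 7 of the 10 passed the test and miR-190b, miR-320c and miR-320d did not (adjusted p = 0.816, 0.854 and 0.622), with miR-190b at 2.93. Relative to SNORD38B, SNORD49A and U6, 7 of whose 9 scramble wells had no Ct and were set to 40, miR-146a-5p, miR-92a-3p and let-7a-5p passed and miR-190b, miR-320c, miR-320d and miR-1260a had negative log2 values that did not pass. Both settings also bring back the scramble Ct of miR-190b, miR-320c and miR-320d in replicate 3, which the deposited levels do not use, so 2 choices change at once. Without normalization and with panel II of replicate 3 left out, a comparison chosen after the data were seen, all 10 passed and miR-190b was at 10.9 (adjusted p = 0.027). The panel II miRNAs rested there on replicates 1 and 2 of each group. For all of them but miR-1260a, both scramble wells had no Ct and were set to 40, so no scramble spread was measured. In the deposited levels with panel II of replicate 3 left out, 7 of the 10 passed. In the RefSeq gene table of GRCh38.p14, let-7a-5p has 3 genes of its name, MIRLET7A1, MIRLET7A2 and MIRLET7A3. miR-92a-3p, miR-320b, miR-320c and miR-320d each have 2, and miR-146a-5p, miR-190b, let-7e-5p, miR-320a and miR-1260a each have 1. The assay reads the mature miRNA and does not tell these genes apart.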

The relative enrichment of 9 of the selected miRNAs in the capture samples compared to scramble samples was confirmed by qRT-PCR TaqMan single assays (Figure 1E). In descending order of enrichment these miRNAs were: miR-190b (6.7×105-fold), miR-320c (4×104-fold), miR-146a-5p (1.2×104-fold), miR-320b (1.3×103-fold), miR-320d (5.8×102-fold), let-7e-5p (2.3×102-fold), let-7a-5p (2.3×102-fold), miR-320a (1.3×101-fold), miR-92a-3p (1.3×101-fold) (Supplementary Table S3). The enrichment of miR-1260a was not significant when assessed with the TaqMan single assays (Figure 1E; Supplementary Table S3).

### 3.2. miR92a-3p, miR320a and miR-320b regulate tau expression in a neuroblastoma cell line

We next assessed the functional role of the nine validated miRNAs in regulating Tau expression levels. Western blot experiments were carried out upon transient transfection of the miRNAs-overexpressing plasmids in Kelly neuroblastoma cells (Supplementary Figure S1). They showed that miR-92a-3p, miR-320a, miR-320b, and let7e-5p significatively reduce Tau levels to 75, 84, 83 and 87%, respectively, compared to miR-181a as a control (Figure 2A). No significant variation in Tau levels was observed upon overexpression of miR-190b, miR-320c, miR-320d or miR-1260a, while let7a-5p overexpression unexpectedly significantly increased Tau levels. In this experiment miR-181a was chosen as a negative control since it was not enriched in the capture samples in the above described miR-CATCH experiment, neither was predicted to bind to MAPT mRNA by algorithms commonly used for miRNA targets predictions (e.g., miRDB -www.miRDB.org -or TargetProfiler -mirna.imbb.forth.gr/Targetprofiler).

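miR-181a-5p gave no Ct in any of the 3 capture or the 3 scramble samples on panel I, and it is not among the 272 miRNAs with a deposited level, so it has no enrichment value here. Of its family of 4 miRNAs on the panels, 2 have deposited levels and neither passed the test. miR-181b-5p had a log2 enrichment of 0.79 (standard error 0.77, adjusted p = 0.506 from limma) and miR-181c-5p of -0.03 (standard error 0.87, adjusted p = 0.988). Both were detected late in all 3 capture samples, at a Ct of 34.9 ± 1.37 and 35.7 ± 0.67 (SD, n = 3), and in no scramble sample. miR-181d-5p gave a Ct of 35.42 in capture replicate 1 alone. On the Ct without normalization, miR-181b-5p and miR-181c-5p came 5.10 and 4.28 cycles before the value given to wells without a Ct (adjusted p = 0.0063 and 0.0028 from limma). Both are on panel I, where the 121 miRNAs with a Ct in all 3 capture samples had a median of 4.57 cycles on this scale.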

**Figure 2:**
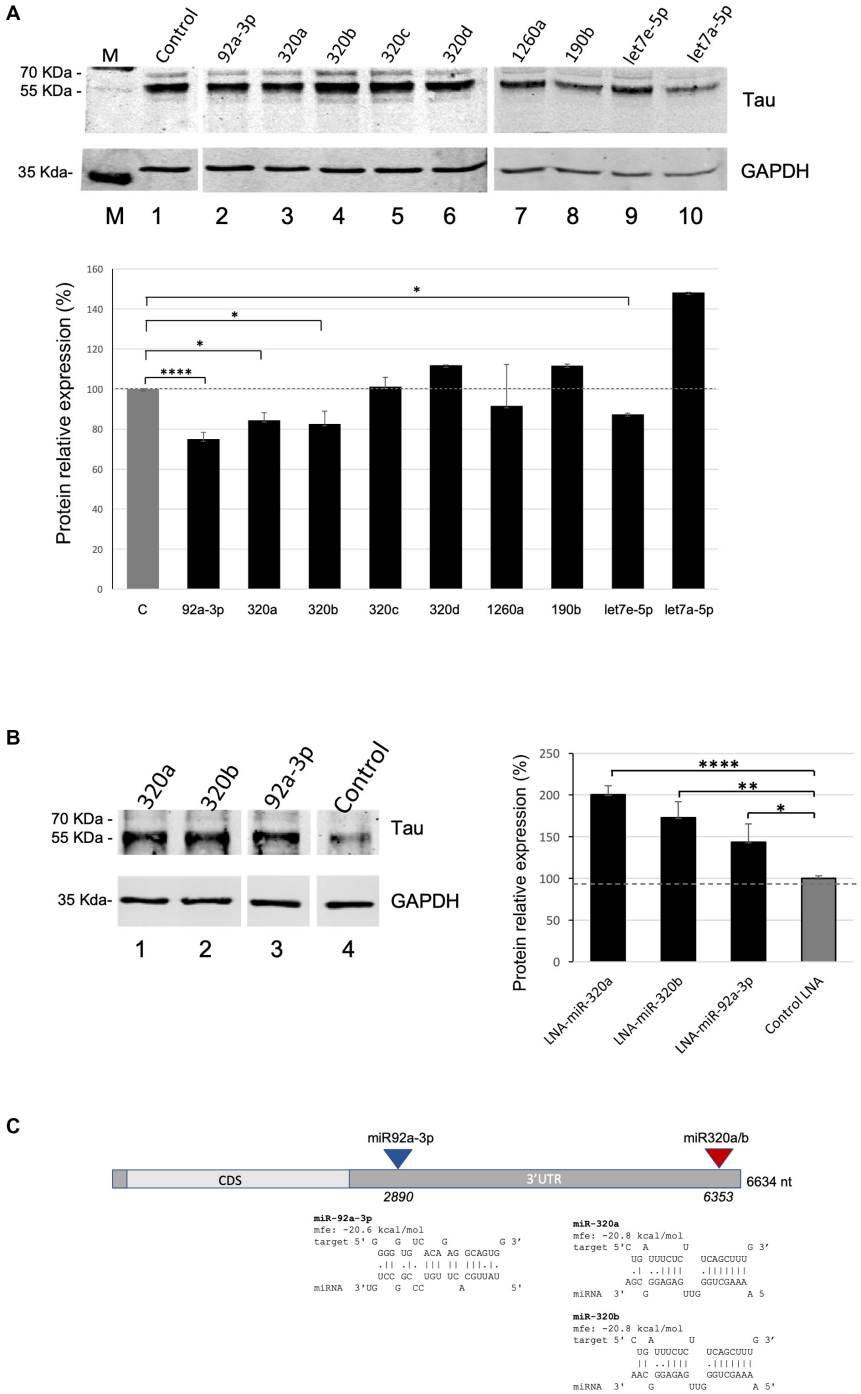
miRNA overexpression and inhibition effects on Tau levels in Kelly cells. **(A)** Effects of the overexpression of miR-92a-3p, miR-320a, miR-320b, miR-320c, miR-320d, miR-1260a, miR-190b, let7a-5p, and let7e-5p on Tau protein levels in Kelly cells. Densitometric analysis from three independent experiments is shown in the lower panel. Data are shown as mean ± S.D. and are compared by t-test for negative control miR (C: Control) versus each miR of interest (value of *p*: *p < 0.05; ****p < 0.0001). **(B)** Effects of the inhibition of miR-320a, miR-320b and miR-92a-3p on Tau protein levels in Kelly cells. Densitometric analysis from three independent experiments is shown in the lower panel. Data are shown as mean ± S.D. and are compared by *t*-test for LNA inhibitor negative control (Control LNA) versus each miR inhibitor of interest (value of *p*: *p < 0.05; **p < 0.01; ****p < 0.0001). **(C)** Predicted binding sites of miR-320a, miR-320b and miR-92a-3p on MAPT mRNA. The miRNAs’ target sequences in MAPT mRNA and their hybridization minimum free energy (mfe) were computed with RNAHybrid. CDS: Coding Sequence; 3’UTR: 3’ Untranslated Region.

Kelly cells were then transfected with LNA-based miRNA inhibitors for miR-320a, miR-320b and miR-92a-3p, which induced a significant increase in Tau levels, to 200, 173, 144%, respectively, compared to Control LNA (Figure 2B), as assessed by Western Blots.

To assess the most probable target sites for miR-92a-3p, miR-320a and miR-320b in MAPT mRNA, the miRNA sequences were individually *in silico* hybridized to the best fitting part of the mRNA sequence, and their hybridization minimum free energy (mfe) was computed, using RNAHybrid (Figure 2C).

Predicted binding sites of miR-320a and miR-320b (region 6,353–6,373, part of the 3’UTR) overlapped and their mfe was the same, as expected for the two miRNAs, which differ only by one nucleotide at their 3′ end. MiR-92a-3p was also predicted to bind to the MAPT 3’UTR, in region 2,890–3,011.

### 3.3. Plasma miR-92a-3p, miR-320a, and miR-320b levels differ between patients and healthy controls

After demonstrating that miR-92a-3p, miR-320a and miR-320b regulate MAPT, we investigated their differential expression in plasma samples of patients with AD and FTD and their possible roles as diagnostic biomarkers.

We enrolled a population of 118 subjects, of which 43 healthy controls, 25 females and 18 males (mean age 72.7 ± 7.4), 33 patients with AD, 19 females and 14 males (mean age 69.1 ± 10.4, mean MMSE score 17.27 ± 4.9), 42 with FTD, 28 women and 14 men (mean age 71.1 ± 8.7, mean MMSE score 21.47 ± 5.9), of which 17 subjects displayed the behavioral variant and 17 the semantic variant. All patients were sporadic and no mutations were found in the genes most involved in AD and FTD: APP, PSEN1, PSEN2, MAPT, GRN, and C9ORF72. All the characteristics of the enrolled subjects was summarized in Table 1.

**Table 1:** Characterization of studied population.

Groups	*N*	Sex (M/F)	Onset (mean ± SD)	Age (mean ± SD)	MMSE (mean ± SD)
CT	43	18/25	–	72.74 ± 7.40	–
FTD	42	14/28	66.62 ± 8.31	71.07 ± 8.72	21.47 ± 5.93
bvFTD	17	9/8	67.05 ± 8.09	72.29 ± 8.77	21.67 ± 5.66
svFTD	17	4/13	65.12 ± 8.21	68.88 ± 8.49	22.64 ± 5.69
AD	33	14/19	65.32 ± 7.54	69.15 ± 10.46	16.71 ± 5.73

All values are reported as mean ± standard deviation. bvFTD, behavioral variant FTD; svFTD. semantic variant FTD; SD, Standard Deviation.

Quantitative assays were performed by qRT-PCR (Figure 3), using miR-93a-5p as endogenous control (McKhann et al., 1984; Grasso et al., 2019). Reduced levels of miR-92a-3p were found in both groups of patients compared to healthy controls (FTD 0.83 ± 0.10 versus HC 1.36 ± 0.20, *p* = 0.027; AD 0.78 ± 0.20 versus HC 1.36 ± 0.20, *p* = 0.037). On the contrary, levels of miR-320a did not show differences between patients and controls, but patients with AD had significantly lower levels than patients with FTD (AD 0.81 ± 0.20 versus FTD 1.45 ± 0.10, *p* = 0.009). On the other hand, miR-320b was doubled in both groups of patients respect controls (FTD 0.17 ± 0.02 versus HC 0.09 ± 0.008, *p* < 0.0001; AD 0.17 ± 0.05 versus HC 0.09 ± 0.008, *p* = 0.05).

**Figure 3:**
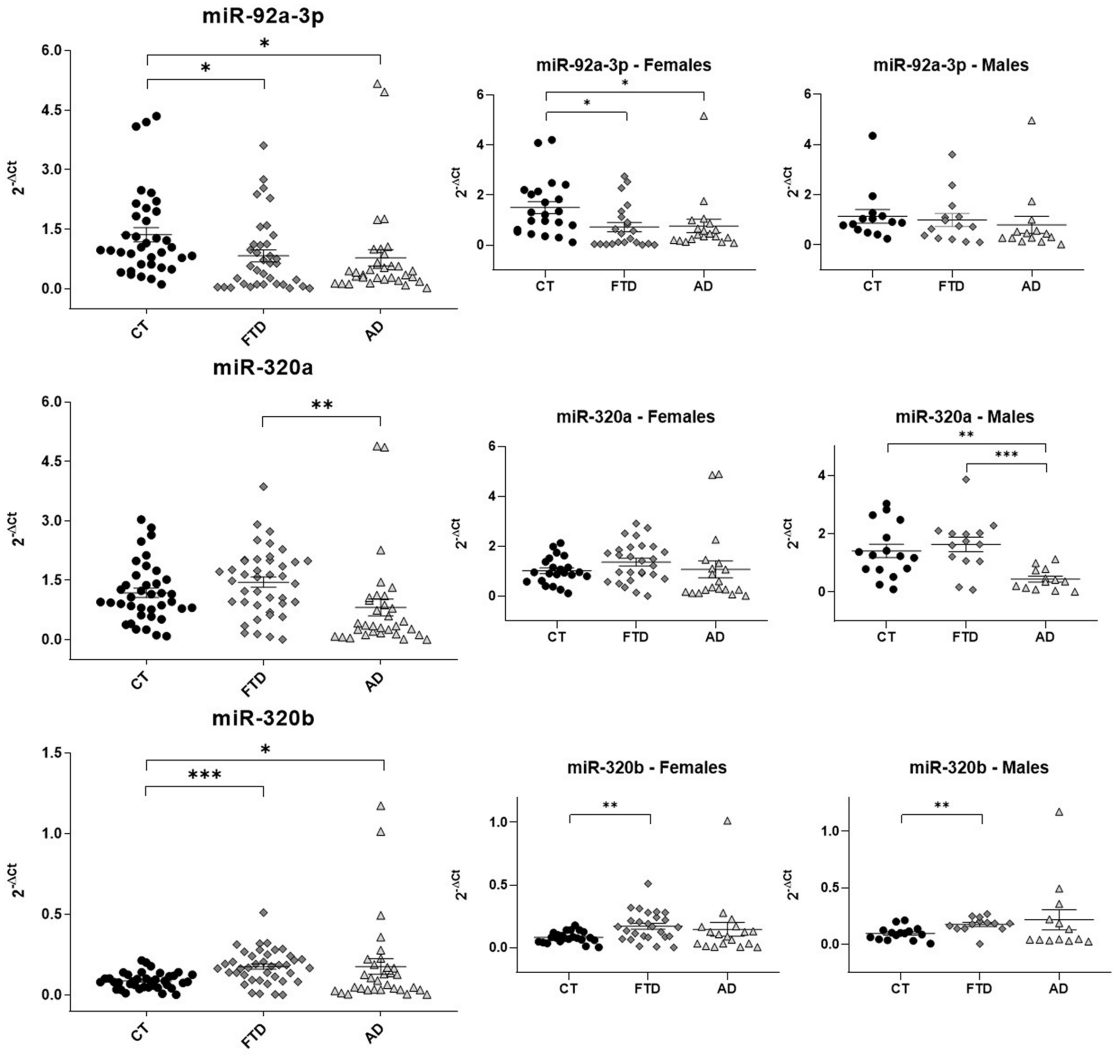
Scatter plots of miRNAs expression levels (2-ΔCt) among CT, FTD and AD in the whole population and in males and females. The data are represented as the mean ± SEM. CT, Controls; FTD, Frontotemporal Dementia; AD, Alzheimer’s Disease; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001.

### 3.4. Circulating miR-92a-3p, miR-320a and miR-320b show sex-related differences

As shown in Figure 3, the downregulation of miR-92a-3p observed in all patients related to controls was confirmed only in women (females: FTD 0.82 ± 0.20 versus HC 1.50 ± 0.20, *p* = 0.02; AD 0.76 ± 0.30 versus HC 1.50 ± 0.20, *p* = 0.045). The analysis of miR-320a by sexes confirmed a lower concentration in AD than FTD in males. Moreover, a significant difference in AD versus healthy controls was also find in men (males: AD 0.44 ± 0.10 versus HC 1.41 ± 0.20, *p* = 0.001; AD 0.44 ± 0.10 versus FTD 1.63 ± 0.20, *p* = 0.0003). On the contrary, we did not observe any inter-group difference in females for miR-320a. Finally, the increase of miR-320b in patients was confirmed only in FTD compared with controls after sex-based stratification (males: FTD 0.17 ± 0.02 versus HC 0.1 ± 0.01, *p* = 0.002; females: FTD 0.17 ± 0.02 versus HC 0.08 ± 0.009, *p* = 0.001).

We then focused on the analysis of FTD sub-phenotypes, but we did not observe any difference among linguistic and behavioral variants. Moreover, possible correlations between miRNAs concentration and age at onset or MMSE score were studied, not finding any significant results.

### 3.5. Roc showed a good diagnostic accuracy for all three miRNAs analysed

Lastly, to determine the diagnostic accuracy of the three miRNAs as possible biomarkers, we built ROC curves and calculated the AUC (Figure 4). The miR-92a-3p distinguished healthy controls from AD patients with AUC = 0.76 (*p* = 0.0002) and best accuracy of (60 ± 5)% and 63% sensitivity, both in females (AUC = 0.77; *p* = 0.003; (62 ± 6)% accuracy; 52% sensitivity) and in males (AUC = 0.75; *p* = 0.02; (50 ± 2)% accuracy; 93% sensitivity). It also identifies controls from FTD patients with AUC = 0.69 (*p* = 0.006; (60 ± 5)% accuracy; 26% sensitivity) that reached a value of 0.72 in females (*p* = 0.007; (65 ± 6)% accuracy; 38% sensitivity), while it was not significant in males (AUC = 0.59; *p* = 0.41; (52 ± 8)% accuracy; 29% sensitivity). The same miRNA did not have a good diagnostic accuracy for discrimination of the two patients’ groups nor in the whole population neither after sex-based stratification. Regarding miR-320a, we observed that it discriminates controls from AD with AUC = 0.73 (p = 0.001; (61 ± 4)% accuracy; 84% sensitivity) that reached the value of 0.86 in males after sex-stratification (p = 0.001; (80 ± 6)% accuracy; 63% sensitivity), while its ability to recognize FTD from controls in females was not significant. Interestingly, this miRNA distinguishes FTD and AD with AUC = 0.76 (*p* = 0.0001; (64 ± 4)% accuracy; 78% sensitivity), reaching 0.88 for males (*p* = 0.0008; (77 ± 6)% accuracy; 93% sensitivity) and 69% for females (*p* = 0.03; (61 ± 5)% accuracy; 89% sensitivity). Finally, miR-320b showed a good diagnostic feature in FTD/HC discrimination with an AUC = 0.78 (*p* < 0.0001; (74 ± 4)% accuracy; 92% sensitivity) in the whole population, AUC = 0.84 (p = 0.003; (74 ± 7)% accuracy; 87% sensitivity) in males and AUC = 0.75 (p = 0.003; (75 ± 4)% accuracy; 96% sensitivity) in females, but not in differentiating AD from controls. Furthermore, it was able to differentiate between FTD and AD, but with a low accuracy in whole population (AUC = 0.66; *p* = 0.02; (61 ± 4)% accuracy; 97% sensitivity), and not significant both in males and in females.

**Figure 4:**
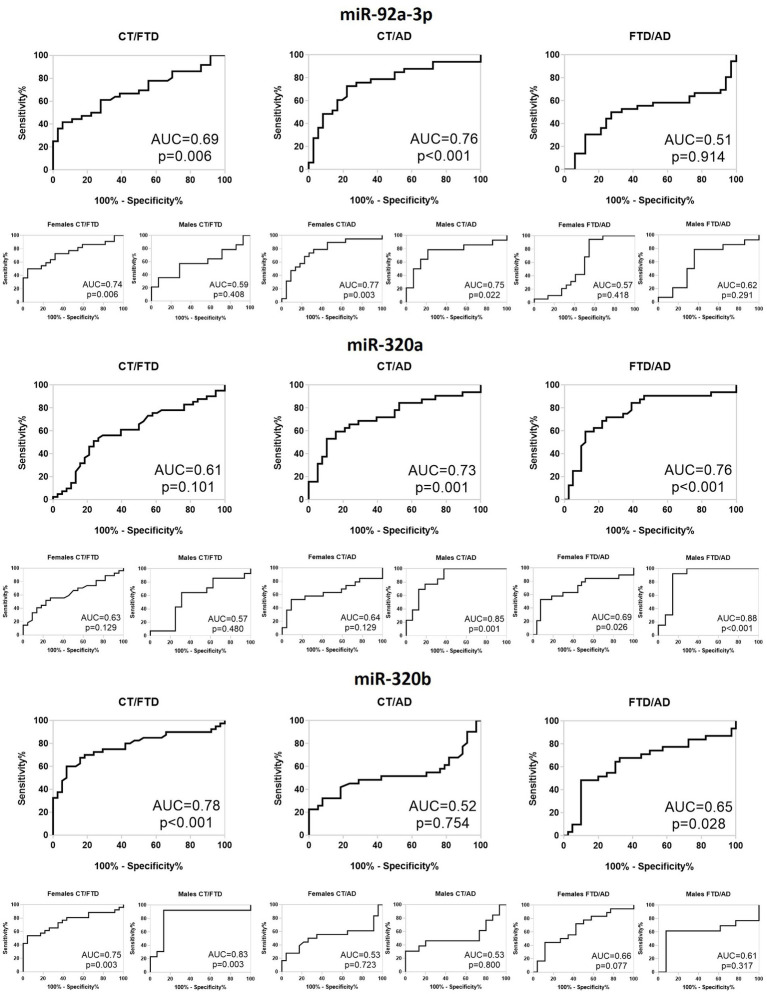
Receiver operating characteristic curve of differentially expressed miR-92a-3p, miR-320a and miR-320b for CT versus FTD, CT versus AD and FTD versus AD in the whole population and in males and females. CT, Controls; FTD, Frontotemporal Dementia; AD, Alzheimer’s Disease; AUC, Area Under Curve.

### 3.6. The combined measure of miR-92a-3p, miR-320a and miR-320b partially improves diagnostic accuracy

As a further step, we tried several different implementations of a Bayesian classifier specifically designed on miRNAs expression (Ricci et al., 2015; Castelluzzo et al., 2021). The classifier relies on the ΔCt expressions of miR-92a-3p, miR-320a, miR-320b referred, as above, to the normalizer miR-93a-5p. A score is built as a linear combination of the three-ΔCt expressions: Score = ΔCt92a + a * ΔCt320a + b * ΔCt320b, where each one of the two coefficients a and b is varied within the range [−50, 50] with step 0.1. The goal is to find the linear combination that maximizes the diagnostic accuracy. This last parameter is evaluated by assuming the set of scores corresponding to each one of the two, *a priori* determined, diagnostic classes to be normally distributed. Under this hypothesis, the accuracy as well as the threshold to discriminate between the two classes can be analytically calculated. The normality of each optimal score, namely the score corresponding, for each diagnostic case, to the linear combination that maximizes accuracy, was checked via the Shapiro–Wilk normality test.

The sum of miR-92a-3p, miR-320a and miR-320b to discriminate AD and controls provided a Bayesian classifier with a *p* value<0.001, an accuracy of (73 ± 4)% and 55% sensitivity. After sex-stratification, the sum of the three miRNAs to distinguish AD and controls showed (68 ± 6)% and (86 ± 5)% of accuracy with p value 0.02 and 0.001 and sensitivity of 44% and 69%, respectively in females and males (Supplementary Figure S2). Related to FTD vs. HC, the combination of all miRNAs showed an accuracy of (73 ± 5)% in the whole population (*p* < 0.001 and 78% sensitivity), of (77 ± 6)% in females (*p* < 0.001 and 80% sensitivity), and (71 ± 7)% in males (p = 0.02 and 75% sensitivity) (Supplementary Figure S3). Moreover, when we evaluated the capacity to discriminate AD and FTD, we obtained an accuracy of (69 ± 5)%, (71 ± 6)%, and (85 ± 5)%, respectively, in the whole population, females, and males, with p < 0.001 and 91% sensitivity, *p* = 0.003 and 70% sensitivity, and *p* = 0.001 and 92% sensitivity, respectively (Supplementary Figure S4).

## 4. Discussion

In this work, we identified some possible candidates as diagnostic biomarkers of AD and FTD in plasma samples. Firstly, miR-CATCH technique was used to find all those miRNAs that interact with the MAPT transcript. Ten miRNAs have been selected to verify their effect on Tau levels MiR-92a-3p, miR-320a and miR-320b were selected to analyse their levels in plasma samples of patients with FTD and AD respect toHCs. The miR-92a-1-3p is under-expressed in studied pathological conditions compared to controls, a difference that we found even after stratification by gender in females. Moreover, miR-320a appears to be upregulated in FTD patients in comparison to AD also in men when we stratified by sex. It would therefore seem to be useful for differential diagnosis. Respect to HC, the only difference is observed in men with AD who have reduced levels of miR-320a. Instead, miR-320b is up-regulated in both dementias,ROC curve analysis showed that miR-92a-3p and miR-320a could be good biomarkers to discriminate AD from HC, while miR-320b to discriminate FTD from HC particularly in males. Combining three miRNAs improves the accuracy only in females, particularly for differential diagnosis (FTD vs. AD) and to distinguish FTD from HC.

Even if accuracy of CSF AD biomarkers is higher than our miRNAs, we have to consider that these results are obtained by less invasive and easy-to-obtain samples, that also could be useful to monitor the efficacy of a drug by serial analysis during the follow-up and available non only in specialized centers as for PET and CSF analysis.

Mir-92a-3p, miR-320a and miR-320b have already been partially investigated in humans. Denk and colleagues described all three miRNAs as under-expressed in serum of patients of both diseases compared to controls (Denk et al., 2018). Conversely, other studies report the up-regulation of miR-92a-3p in AD (Siedlecki-Wullich et al., 2019), miR-320a and miR-320b in AD and MCI (Nagaraj et al., 2017; Piscopo et al., 2019) versus controls plasma samples. Furthermore, the prediction of the miR-320a and miR-320b targets concerns the APP, BACE1 and MAPT genes (Nagaraj et al., 2017). Our results are in accordance only partially with these reports. This discrepancies in the observations were probably due to the differences in both studied population and in methodology.

Li and his colleagues hypothesized a role for miR-92a-3p on the anxiety state triggered by Alzheimer’s disease. The authors inserted a GFP-Tau-expressing or control transgene into the hippocampus of 2-month-old mice to simulate the increase of brain Tau. Tau increase led the mice to engage in anxious behavior and brain activity was characterized by a decrease in inhibitory signals. After 30 days they found a 60% reduction in extracellular GABA (γ-aminobutyric acid), attributable to the decrease in the vGAT (vesicular GABA transporter) protein, but not in the mRNA, involved in the extracellular transport of GABA. vGAT is a target of miR-92a-3p, which was enriched in tested brains (hippocampus) and in human AD patients. The conclusive hypothesis is that an accumulation of Tau may also lead to an increase in miR-92a-3p in the hippocampus and therefore a reduction in vGAT: GABA is not transported efficiently in the synaptic space and inhibitory signals are lacking. Thus, anxious behavior is amplified (Li et al., 2017).

Mir-92 results expressed in brain and it was described as regulator of neurogenesis in neocortex of mice (Bian et al., 2013; Nowakowski et al., 2013). Interestingly, the inhibition of miR-92 up-regulates the Neogenin protein expression levels in cellular axon guidance, trophectoderm differentiation and neuronal regulation (Wang et al., 2020). It is mainly expressed in glutamatergic neurons (He et al., 2012). An association of mir-92 with structural alterations in hippocampal neurons were also found (Vetere et al., 2014).

Mir-320a and miR-320b were described as relevant in psychiatric disorders (Camkurt et al., 2017). Their presence in the human brain was demonstrated in 2010 by *in situ* hybridation (Nelson et al., 2010). In a systematic review, miR-320 is described as one of the most frequently found miRNAs in the pathways related to neuronal development (Silveira et al., 2020).

Human pathological conditions that have been demonstrated to display a gender disparity are impressive: transmissible and non-transmissible diseases have been investigated in a series of studies aimed at the analysis of the incidence, progression or outcome of very important diseases, such as viral infections, cardiovascular, neurodegenerative, metabolic, respiratory, autoimmune diseases and several form (Buoncervello et al., 2017). Moreover, gender differences in miRNAs’ levels have been described in recent years for some neurodegenerative diseases (Piscopo et al., 2021). Therefore, we chose to extend the analysis by sex finding different results between male and females for miR-92a-3p and miR-320a.

To date, some differences have been observed between males and females in miRNA levels in circulating samples from patients with dementia (Piscopo et al., 2021). MiR-206 is down-expressed in males with FTD and is regulated by hormones in physiological conditions (Grasso et al., 2019). MiR-132 was more upregulated in plasma samples of male patients with Parkinson’s Disease (PD) respect to females. This could be explained by the finding that mir-132 is particularly expressed in the cerebellum of males (Yang et al., 2019). Likewise, miR-29a and miR-29c were described as upregulated in serum of female PD patients, data that could be explained by a major expression of them in the cerebellum of females (Bai et al., 2017). Then, not considering possible differences between males and females in the evaluation of biomarker such as miRNAs, could introduce a sex-bias in the study, with the risk to miss some of these sex-related biomarkers. In conclusion, our results seem to identify miR-92a-3p and miR-320a could be good biomarkers to discriminate AD from HC, while miR-320b to discriminate FTD from HC particularly in males. Combining three miRNAs improves the accuracy only in females, particularly for differential diagnosis (FTD vs. AD) and to distinguish FTD from HC. Considering our results on males and females’ differences, we believe that it is of paramount importance to stratify for sex when performing miRNA analysis aimed at establishing new biomarkers for neurodegenerative diseases. However, to establish the utility of these biomarkers in the differential diagnosis and their possible sex-related role, a larger population should be analysed considering also other types of dementia, such as Levy Body dementia and other neurodegenerative diseases.

## Data availability statement

The data sets generated for this study can be found in the Gene Expression Omnibus, GSE225256 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225256).

## Ethics statement

The studies involving human participants were reviewed and approved by Sapienza University of Rome (Rome, Italy) and IRCCS Neuromed (Pozzilli, Italy). The patients/participants provided their written informed consent to participate in this study.

## Author contributions

PP: conception, design of the work, acquisition analysis, interpretation of data, and have drafted the work. MG: design of the work, acquisition analysis, and have revised the work. VM: acquisition analysis and have drafted the work. AZ: acquisition analysis. MC: acquisition analysis. FF: acquisition analysis. GT: interpretation of data. AnC: interpretation of data. RR: acquisition analysis and have revised the work. AlC: acquisition analysis. GB: interpretation of data. LR: acquisition analysis and have drafted the work. MAD: conception, design of the work, interpretation of data, and have drafted the work. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Italian Ministry of University and Research (Grant RBFR-0895 DC) and from the University of Trento (MAD) and by CCPP agreement (project no. AB32 CUP I85H20000200005; PP).

## Conflict of interest

PP and RR report being employed by Istituto Superiore di Sanità, GB reports being employed by the University of Rome “Sapienza,” and MAD and LR report being employed by the University of Trento, the three research institutions having a joined patent application pending on the findings described in the present article. PP, MG, AZ, GB, RR, LR, and MAD are co-inventors on this patent and, as such, are entitled to a share of potential royalties.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

^1^http://mfold.rna.albany.edu/?q=mfold

^2^http://ugene.unipro.ru/

^3^https://www.ncbi.nlm.nih.gov/geo

# Supplementary material for: Identification of miRNAs regulating MAPT expression and their analysis in plasma of patients with dementia
**Source:** Front Mol Neurosci. 2023 May 31;16:1127163. doi: 10.3389/fnmol.2023.1127163

Supplementary Material

Identification of miRNAs regulating MAPT expression and their analysis in plasma of patients with dementia

**^1^*Paola Piscopo, ^2^Margherita Grasso, ^1,3^Valeria Manzini, ^2^Andrea Zeni, ^4^Michele Castelluzzo, ^2^Francesca Fontana, ^5^Giuseppina Talarico, ^6^Anna Elisa Castellano, ^1^Roberto Rivabene, ^1^Alessio Crestini, ^5^Giuseppe Bruno, ^4^Leonardo Ricci, ^2^Michela A. Denti**

# Supplementary Figures and Tables

Primer Forward hsa-miR-92a-1-3p 5'-ACTGGGTACCGTGGCCTGCTATTTC-3'

Primer Reverse hsa-miR-92a-1-3p 5'-ACTGctcgagCTGACACGCAACC-3'

Primer Forward hsa-miR-190b 5'-AACTGGGTACCACGAGGACAAGAAAAGG-3'

Primer Reverse hsa-miR-190b 5'-ACTGctcgagATAGTTGCCCGGATGTG-3'

Primer Forward hsa-miR-320a 5'-ACTGGGTACCCTACCCCGAAGCTC-3'

Primer Reverse hsa-miR-320a 5'-ACTGctcgagCCTCTCAGCTCCTC-3'

Primer Forward hsa-miR-320b 5'-ACTGGGTACCGTCCTAGCACCTTTGTT-3'

Primer Reverse hsa-miR-320b 5'-AACTGctcgagGCCATGCTTGATTCCA-3'

Primer Forward hsa-miR-320c 5'-ACTGGGTACCGCCTTTGACCTGTTGA-3'

Primer Reverse hsa-miR-320c 5'-ACTGctcgagGGAAATTCCCTTAGTCTG-3'

Primer Forward hsa-miR-320d 5'-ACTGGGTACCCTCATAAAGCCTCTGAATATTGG-3'

Primer Reverse hsa-miR-320d 5'-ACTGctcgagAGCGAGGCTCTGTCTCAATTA-3'

Primer Forward hsa-let-7a-5p 5'-ACTGGGTACCGCGGATTCAGATAACC-3’

Primer Reverse hsa-let-7a-5p 5'-ACTGctcgagCCCCATCCAGTGTA-3'

Primer Forward hsa-let-7e-5p 5'-ACTGGGTACCACCCGTAGAACCGAC-3’

Primer Reverse hsa-let-7e-5p 5'-ACTGctcgagAGGGAGTCAGAGGATC-3'

**Supplementary Table 1.** PCR primers for plasmids over-expressing let-7a-5p, let-7e-5p, miR-190b, miR-320a, miR-320b, miR-320c, miR-320d, miR-92a-3p

| **miRNA** | **Average Ct**  **Scrambled**  **Control** | **Average Ct**  **MAPT**  **Capture** | **miR-CATCH enrichment**  (2^-ΔCt^) | **p-value** |
| --- | --- | --- | --- | --- |
| **let-7a-5p** | >40.00 | 29.90 | 92.51 | 0.000011 |
| **miR-146a-5p** | >40.00 | 27.28 | 569.06 | 0.000083 |
| **let-7e-5p** | >40.00 | 30.40 | 65.71 | 0.000088 |
| miR-940 | >40.00 | 29.74 | 103.75 | 0.000096 |
| **miR-92a-3p** | >40.00 | 29.16 | 154.68 | 0.000228 |
| miR-483-3p | >40.00 | 30.62 | 56.36 | 0.000280 |
| miR-375 | >40.00 | 31.34 | 34.20 | 0.000350 |
| **miR-320a** | >40.00 | 31.23 | 36.83 | 0.000800 |
| miR-23a-3p | >40.00 | 31.67 | 27.25 | 0.000881 |
| miR-24-3p | >40.00 | 31.50 | 30.68 | 0.001110 |
| miR-16-5p | >40.00 | 30.10 | 80.95 | 0.001129 |
| miR-125a-5p | >40.00 | 32.51 | 15.18 | 0.001155 |
| miR-302a-3p | >40.00 | 30.50 | 61.35 | 0.001538 |
| miR-106a-5p | >40.00 | 29.71 | 106.34 | 0.001603 |
| **miR-320b** | 39.43 | 30.56 | 39.67 | 0.002599 |
| miR-137 | >40.00 | 32.26 | 18.07 | 0.002608 |
| miR-93-5p | >40.00 | 31.93 | 22.74 | 0.002664 |
| miR-18b-5p | 39.52 | 31.22 | 26.70 | 0.002922 |
| miR-18a-5p | >40.00 | 36.62 | 20.98 | 0.003575 |
| miR-502-5p | >40.00 | 32.97 | 11.06 | 0.004164 |
| **miR-320c** | >40.00 | 32.00 | 21.70 | 0.004923 |
| **miR-190b** | >40.00 | 26.81 | 789.05 | 0.005858 |
| miR-708-5p | >40.00 | 32.49 | 15.40 | 0.006068 |
| let-7i-5p | >40.00 | 32.54 | 14.86 | 0.007425 |
| miR-138-2-3p | >40.00 | 26.87 | 759.95 | 0.010554 |
| miR-92a-1-5p | >40.00 | 32.90 | 11.58 | 0.011802 |
| miR-423-3p | >40.00 | 32.04 | 21.06 | 0.014597 |
| **miR-320d** | >40.00 | 32.54 | 14.86 | 0.027151 |
| **miR-1260a** | 38.04 | 30.66 | 14.06 | 0.036365 |

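Supplementary Table S2 lists for each miRNA the average Ct of the scramble and of the capture samples, the enrichment as a ratio of normalized levels, and the p-value of the comparison. Recomputed from the deposited levels as the ratio of the geometric means of 3 capture and 3 scramble samples, the enrichment ranges from 11.03-fold for miR-502-5p to 787-fold for miR-190b. For 21 of the 29 miRNAs no scramble sample gave a Ct, and there the ratio is set by the Ct in capture, by the Ct of 40 that the study assigned to such wells and by the offset between the groups from the normalization. With the threshold of the table applied to the deposited levels, 32 miRNAs were more than 10-fold higher in capture at an unadjusted p under 0.05 from limma, and 31 were both more than 10-fold higher and past an adjusted p of 0.05. In the authors' deposited table of fold changes, 35 of the 272 miRNAs are more than 10-fold higher in capture. Without normalization 25 of the 29 passed the test at an adjusted p under 0.05, and relative to the small RNAs SNORD38B, SNORD49A and U6 it was 6 of the 29, with a negative log2 enrichment, not past the test, for miR-320c, miR-190b, miR-92a-1-5p, miR-320d and miR-1260a. Both of these settings also bring back Ct that the deposited levels do not use. Of the 9 scramble wells of the 3 small RNAs, 7 had no Ct and were set to 40.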

**Supplementary table 2.** MiRNAs enriched more than 10-fold (2^-ΔCt^) with p<0.05. The ten miRNAs selected for validation are shown in bold. Ct>40.00 indicates that the miRNA was not detected in any of the three replicates, and Average Ct was set to 40.00 for further calculations.

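In the deposited Ct table, 8 of the 29 miRNAs gave a Ct in at least 1 scramble sample. miR-1260a and miR-92a-1-5p did so in 2 scramble samples and miR-320b, miR-18b-5p, miR-320c, miR-190b, miR-138-2-3p and miR-320d in 1. In scramble replicate 3, where panel II stood apart, miR-190b had a Ct of 11.83, miR-320c of 22.77, miR-320d of 28.74, miR-138-2-3p of 37.88 and miR-92a-1-5p of 38.42. In scramble replicate 1, miR-92a-1-5p had a Ct of 25.60. The deposited level of each of these 6 wells is that of a well without a Ct. With these Ct values kept and no normalization, the log2 enrichment of miR-92a-1-5p was 0.90, of miR-320c 1.40, of miR-320d 2.83 and of miR-190b 2.93, and none of these passed the test, whereas miR-138-2-3p did at 11.6 (adjusted p = 0.0087 from limma). Without panel II of replicate 3 in both groups, a comparison chosen after the data were seen, 28 of the 29 passed without normalization and 25 of the 29 with the deposited levels. The panel II miRNAs rested there on replicates 1 and 2 of each group.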

| **miRNA** | **Average Ct**  **Scrambled**  **Control** | **Standard**  **Deviation**  **Scrambled Control** | **Average Ct**  **MAPT**  **Capture** | **Standard**  **Deviation**  **MAPT**  **Capture** | **miRNA enrichment**  **TaqMan**  **(2^-ΔCt^)** |
| --- | --- | --- | --- | --- | --- |
| **miR-190b** | >40.00 | 0 | 20.64 | 0.092 | 673784.33 |
| **miR-146a-5p** | 39.01 | 0.056 | 25.47 | 0.600 | 11950.11 |
| **miR-92a-3p** | 32.03 | 0.416 | 28.38 | 0.494 | 13.06 |
| **let-7a-5p** | 37.14 | 0.625 | 29.33 | 0.074 | 225.54 |
| **let-7e-5p** | 33.53 | 0.163 | 25.45 | 0.140 | 230.18 |
| **miR-320b** | 37.96 | 0.451 | 27.64 | 0.095 | 1280.14 |
| **miR-320a** | 33.61 | 0.296 | 29.93 | 0.206 | 12.90 |
| **miR-320c** | 35.02 | 0.072 | 19.75 | 0.203 | 39675.06 |
| **miR-320d** | 37.06 | 0.472 | 27.88 | 0.205 | 586.65 |
| **miR-1260a** | 30.75 | 0.751 | 30.17 | 0.079 | 1.49 |

**Supplementary table 3.** Selected miRNAs in the capture samples after miR-CATCH

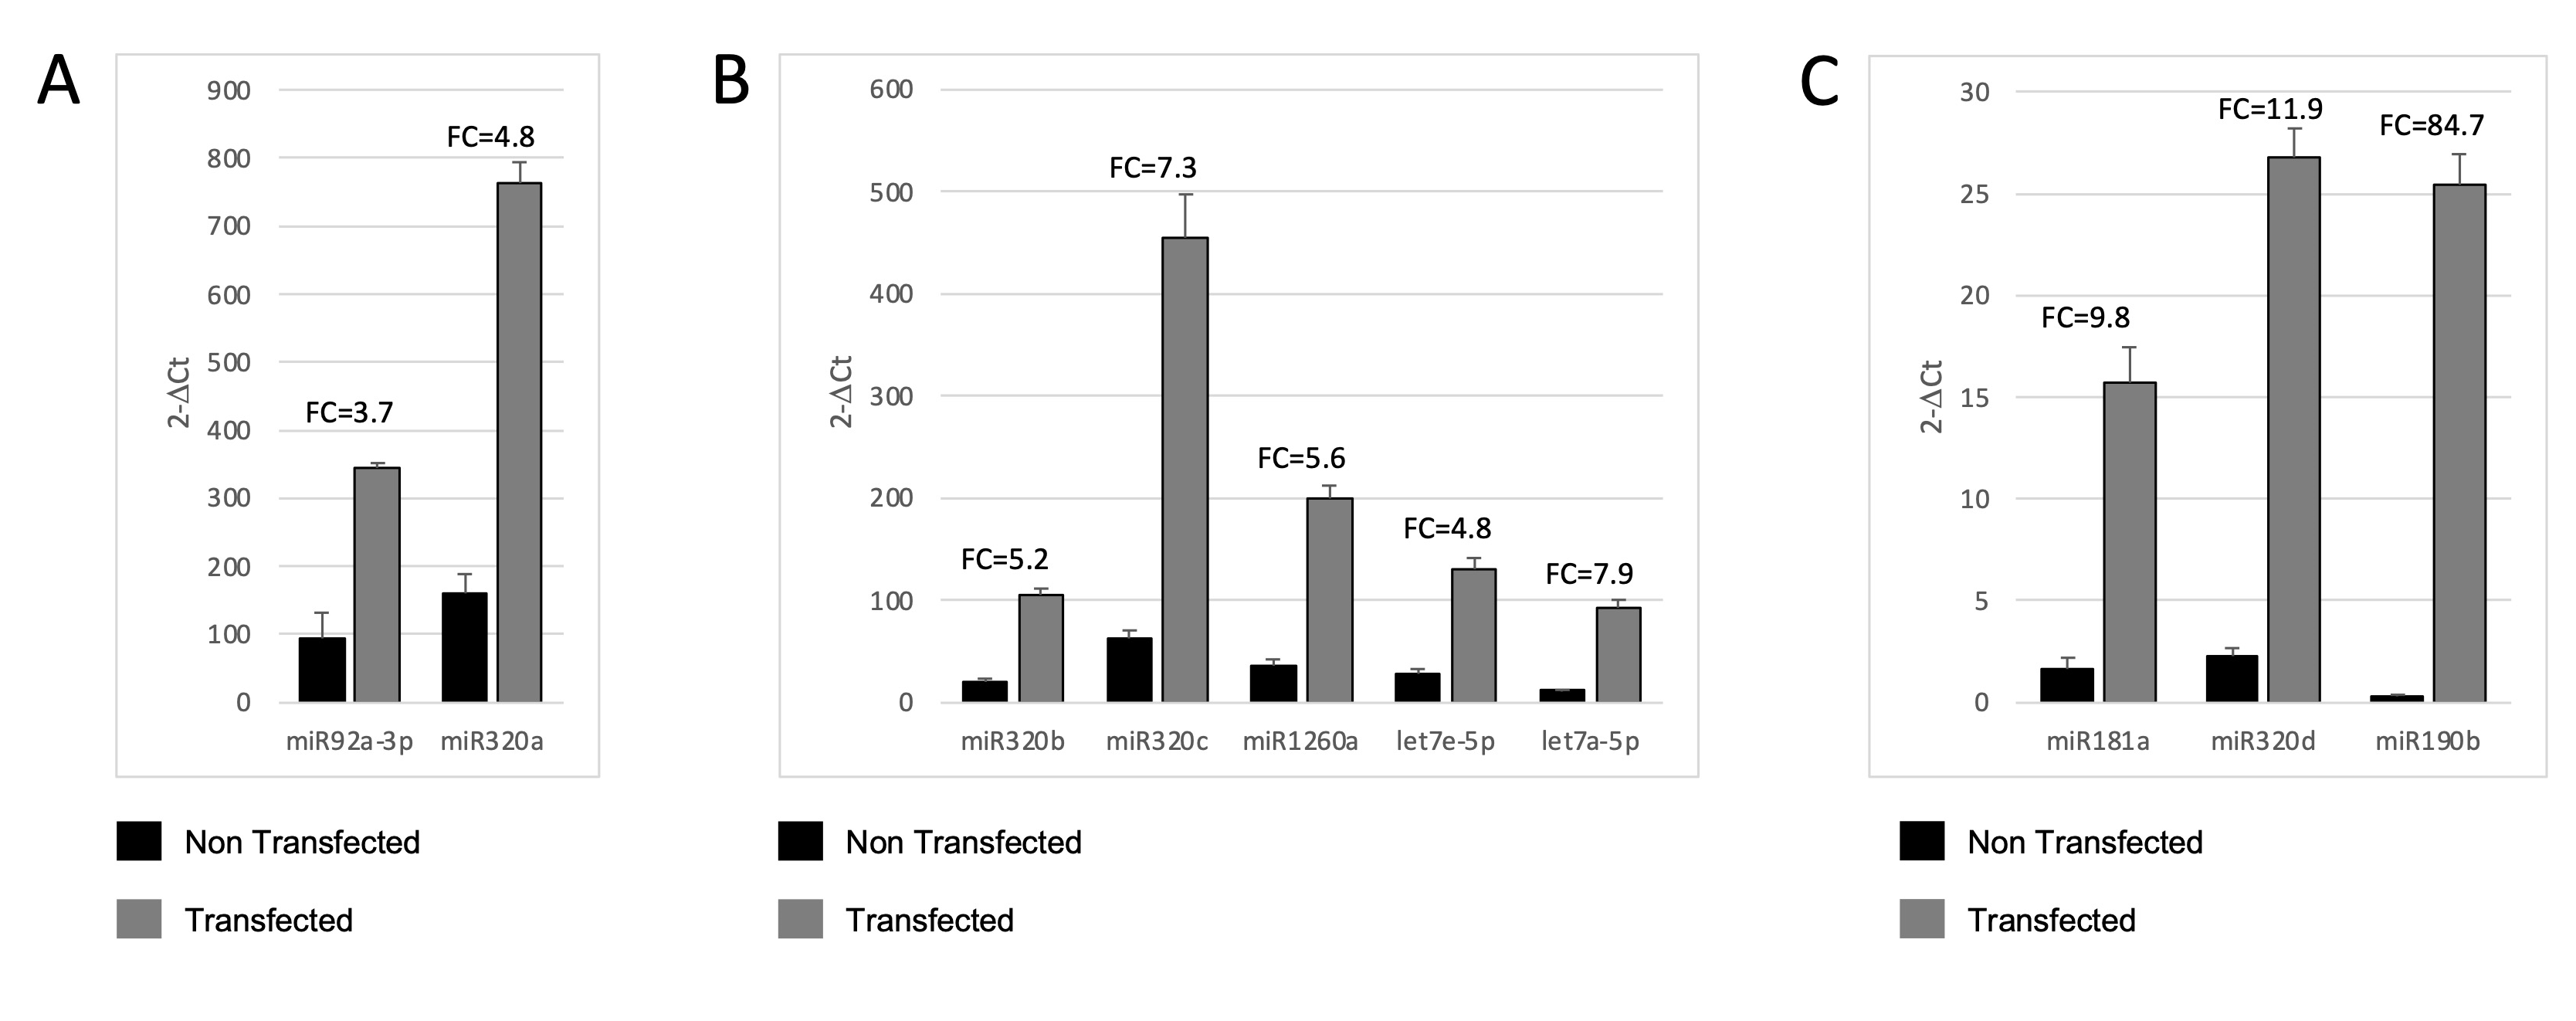

**Supplementary Figure 1**

**Ectopic overexpression of miRNAs in Kelly cells.** The plasmids over-expressing let-7a-5p, let-7e-5p, miR-190b, miR-1260a, miR-320a, miR-320b, miR-320c, miR-320d, miR-92a-3p and miR-181a have been transfected in Kelly cells (Grey bars). 5x10^5^ cells per well were seeded in 24-well dishes and transfected with miRNA-overexpressing plasmids and Lipofectamine3000® (Life Technologies) in a 3:1 ratio. Non-transfected cells were analysed in parallel, to assess the endogenous levels of each miRNA (black bars). After 48 hours proteins were extracted and analysed. miRNAs’ quantification was performed by qRT-PCR using TaqMan® microRNA Assays (Applied Biosystems) as indicated by the manufacturer, and using U6 snRNA Assay for normalization. FC = Fold Change.

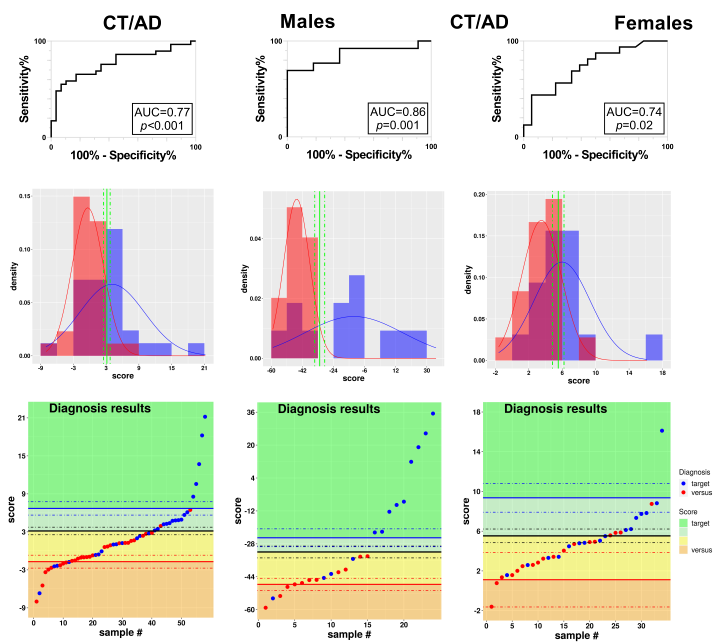

**Supplementary figure 2.** ROC curves (top), histograms (middle) and score plot (bottom) of the combinations of ΔCt of miR-92a, miR-320a and miR-320b, for samples belonging to the target class AD (blue) and class HCs (red). In the histograms, overlapping regions are in magenta. The x-axis represents the score. Each histogram is normalized to the respective set size and thus corresponds to a sample density. The bold lines represent the Gaussian probability densities that fit the data. In the score plot, the bold black lines represents the threshold line for diagnosis while the black dashed lines represent the threshold plus/minus one standard deviation.

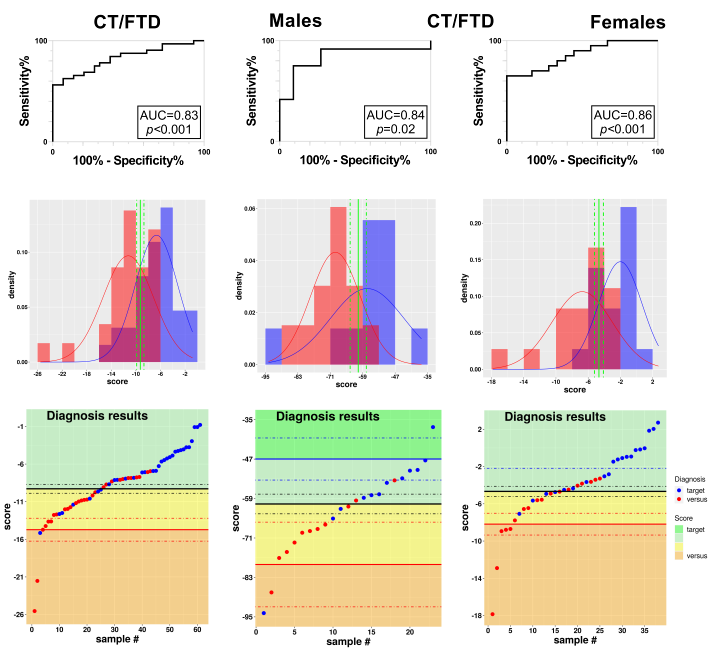

**Supplementary figure 3.** ROC curves (top), histograms (middle) and score plot (bottom) of the combinations of ΔCt of miR-92a, miR-320a and miR-320b, for samples belonging to the target class FTD (blue) and class HCs (red). In the histograms, overlapping regions are in magenta. The x-axis represents the score. Each histogram is normalized to the respective set size and thus corresponds to a sample density. The bold lines represent the Gaussian probability densities that fit the data. In the score plot, the bold black lines represents the threshold line for diagnosis while the black dashed lines represent the threshold plus/minus one standard deviation.

**Supplementary figure 4.** ROC curves (top), histograms (middle) and score plot (bottom) of the combinations of ΔCt of miR-92a, miR-320a and miR-320b, for samples belonging to the target class FTD (blue) and class AD (red). In the histograms, overlapping regions are in magenta. The x-axis represents the score. Each histogram is normalized to the respective set size and thus corresponds to a sample density. The bold lines represent the Gaussian probability densities that fit the data. In the score plot, the bold black lines represents the threshold line for diagnosis while the black dashed lines represent the threshold plus/minus one standard deviation.
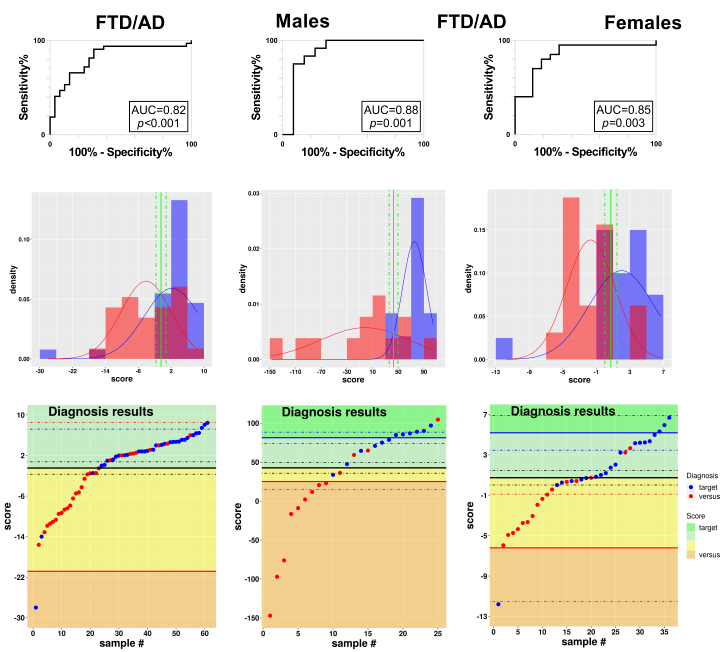

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

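Eluates of 3 MAPT capture and 3 scramble samples of Kelly cells were measured by SYBR Green real-time PCR on 752 miRNA assays, 372 on panel I and 380 on panel II, with 1 well per miRNA and sample. The deposited Ct are cycles without normalization, and a well without a Ct holds no value. The paper describes calibration of the panels with UniSp3 wells, a Ct of 40 for wells without a Ct, selection of samples with at least 66% of values, and subtraction of the global mean Ct of each sample in GenEx. The deposited levels are linear ratios for 272 miRNAs, with a Ct in as few as 2 of 6 samples, beside their fold of capture over scramble. Levels recomputed here from the deposited Ct used 40 for wells without a Ct and each sample's global mean, without the UniSp3 calibration. They keep Ct that the deposited levels do not use, and they differ from the deposited levels. The paper's test was a Student test per miRNA.

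The log2 of the deposited levels was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with capture against scramble as the only term, and p was adjusted by the Benjamini-Hochberg method over the 272 miRNAs at a threshold of 0.05. The number of miRNAs with a Ct was compared by a two-sided exact permutation test, which cannot go below p = 0.1 with 3 samples against 3. Tables and figures were made in Python 3.11 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

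The precision of a level is limited by 3 samples per group and by the Ct given to wells without a Ct, and the number of molecules behind a Ct is not known. On panel I, the median Ct was 35.0, 34.8 and 35.0 in the capture samples. The model was tested on simulated data in which 20 of 272 miRNAs were moved. It called 9.8% of them at a log2 step of 3.5, 53.8% at a step of 5 and 81.2% at a step of 7, and at most 0.46% of those not moved. The simulated noise was normal, independent between miRNAs and of equal spread in both groups. In the deposited levels, wells without a Ct share a level within each sample, so these rates need not hold there.

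The named miRNAs are those of Supplementary Table S2, whose values in that table had been seen, miR-181a-5p, the 10 with the largest enrichment past the test and a Ct in all capture samples, the 5 with the largest decrease past the test and a Ct in all scramble samples, examples from the lists, and the small reference RNAs of the panel. The 16 lists cover families and clusters (let-7, miR-320, miR-17-92 and paralogs, miR-23, miR-27 and miR-24, miR-15 and miR-16, miR-30, miR-181, and the miR-302 and miR-371 clusters), miRNAs of neurons, muscle, epithelium, blood and immune cells, and liver, miRNAs linked to tau in the literature, and the 29 and the 10 miRNAs of the study, which were chosen on these samples. The 14 lists with at least 3 measured members were tested with camera at a correlation of 0.01, with an estimated correlation as an alternative. Gene names come from the RefSeq annotation of GRCh38.p14.

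The alternatives were levels recomputed from the Ct, no normalization, the mean of the miRNAs detected in all samples, the small RNAs SNORD38B, SNORD49A and U6 as reference, a Ct ceiling of 37 (and of 35 for the number of miRNAs detected), wells without a Ct at 1 cycle above the highest Ct of the sample, other filters on detection, the Student test of the methods, a prior with trend and robust fit, the replicate number as a block, other thresholds, and each sample left out in turn. Each panel alone and replicate 3 or its panel II left out were added after the data were seen. TaqMan assays, transfections and plasma measurements were not analysed here, apart from the paper's own TaqMan values set beside the panel.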

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

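Of the tests in this part, those on replicate 3 of panel II and on other RNA carried over with the capture were chosen after the results were seen.

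The small RNAs on the panel that are not miRNAs, on which the paper does not report, came earlier in capture than in scramble samples, SNORD38B by 7.91 cycles (Ct 31.6 ± 0.32 against 39.5 ± 0.83, SD, n = 3, wells without a Ct at 40), SNORD49A by 8.48 cycles and U6 by 6.11 cycles. Other RNA carried over with the capture beads is a candidate explanation for part of the enrichment, but its test, the median difference of these 3 RNAs of 7.91 cycles, restates the observation, as 7 of their 9 scramble wells had no Ct, and the paper reports that in its capture MAPT mRNA was enriched and VSX1 mRNA was not. PCR failure on the scramble plates stays open too, since its test, a median difference of 0.58 cycles over the 21 panel I miRNAs with a Ct in all 6 samples (0.718 over 18 without the wells near Ct 20), leaves out 100 of the 121 panel I miRNAs with a Ct in all captures, and the panel I wells named UniSp3 gave a Ct in 4 of 9 cases in capture and in 0 of 9 in scramble. Whether these well names match the plate layout was not tested. The 3 panel I wells near Ct 20, singled out after their values were seen, came 0.75, 0.13 and 0.08 cycles later in scramble. PCR thus did not fail in those wells of the scramble plates. The paper's TaqMan assays, a separate measurement, found 9 of the 10 selected miRNAs enriched in capture. For these 9 the direction does not rest on the panel plates alone. In those assays the 5 selected miRNAs without a panel Ct in scramble all had a scramble Ct below 40. Plate failure thus stays open for the size of the enrichment and for other miRNAs. Binding of miRNAs to the MAPT mRNA, which the design names, cannot be told apart from carried-over RNA or, within that scope, from plate failure. Relative to the small RNAs, 8 miRNAs were higher and 121 lower at an adjusted p under 0.05 from limma. The real split called 40 miRNAs higher and the highest of the other splits 0, and with 1 of 10 splits as large a share under 0.05 cannot be reached.

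In data on which the paper does not report, 46 miRNAs were lower in capture at an adjusted p under 0.05, 11 of them with no Ct in any scramble sample. A candidate explanation is the normalization, which gives wells without a Ct a higher level in scramble than in capture. It also shifts wells with a Ct: a panel I miRNA with the same Ct in both groups has a log2 enrichment near -4.32. Of the 46, 30.4% came at least 1 cycle later in capture without normalization. This lies between the under 10% the explanation needs and the over 50% that would exclude it. For the 46 as a set, the normalization and a lower amount in capture cannot be told apart. Without normalization, 25 of the 46 had an earlier mean Ct in capture. For these 25 the direction of the call comes from the processing and not from the Ct. Limma without normalization called 0 of the 46 lower, with 0 of all 272 miRNAs lower at an unadjusted p under 0.05. The highest of the other splits called 0 lower, and here too 1 of 10 splits is the smallest share possible.

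The water well of panel II, a control the paper does not report on, gave a Ct of 13.97 in capture replicate 3 and 27.91 in scramble replicate 3. More template in the eluates of replicate 3 is argued against by panel I, where replicate 3 had at most 1.22 times as many miRNAs with a Ct as the mean of the other replicates of its group. Signal that does not come from the sample stays open as an explanation, since its test, a Ct in the panel II water well in the 2 samples of replicate 3 and in no other sample, restates the observation. No biological explanation was tested.

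At an adjusted p under 0.05, 11 miRNAs outside Supplementary Table S2 were higher in capture: miR-877-5p (log2 enrichment 3.43), miR-23b-3p, miR-532-3p (3.23), miR-139-5p (3.14), miR-30d-5p (3.07), miR-15b-5p, miR-423-5p (3.01), miR-140-5p (2.84), miR-152-3p (2.73), miR-125b-5p (2.73) and miR-30c-5p (2.66), singled out after their values were seen, of which all but miR-532-3p also passed the test without normalization and 9 had no Ct in any scramble sample. Limma called 0 of the 11 with levels recomputed from the Ct of both panels, relative to the reference RNAs, or without any 1 of the scramble samples, and 3 of the 11 without capture replicate 2. On panel I alone, a comparison chosen after the data were seen, all 10 measured there were called. This held both in the deposited levels and recomputed from the Ct. With 1 sample left out, the log2 enrichments of the 11 lay between 2.14 and 4.12. Among miRNAs without a deposited level, 4 gave a Ct in all 3 capture samples and in no scramble sample: miR-627-5p (Ct 26.2 ± 1.41, SD, n = 3), miR-518f-3p (26.9 ± 0.66), miR-29c-3p (29.4 ± 0.78) and mmu-miR-378a-3p (33.1 ± 1.25). By the cycles between capture and 40, miR-627-5p ranks 1 and miR-518f-3p ranks 3 among the 121 panel I miRNAs with a Ct in all captures.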

How the results depend on the processing

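The 40 higher and 46 lower miRNAs of the deposited levels depended on the scaling, on recomputing the levels from the Ct and on single samples, and apart from the smaller numbers of samples or miRNAs in some settings the cause was not tested. On panel I alone, chosen after the data were seen, recomputing changed the counts little (35 and 47 deposited, 43 and 45 recomputed). The drop to 20 and 0 on recomputing was thus seen only with panel II included. The settings with a Ct ceiling, with the highest Ct plus 1 and with other filters also recompute the levels from the Ct, so their base is the recomputed setting (20, 0 and 18), not the deposited levels, and against it the ceiling (18, 0 and 16) and the highest Ct plus 1 (16, 0 and 14) changed little. Counts within 1.5 times were found for both directions with a trend and robust prior (41 and 62) and with the replicate number as a block (28 and 33, with 28 of the 29 miRNAs of Supplementary Table S2). With the block, 0 of the 11 miRNAs called outside that table were called (adjusted p from 0.051 for miR-877-5p to 0.091 for miR-30c-5p). Of the other settings, 0 of the 11 were called when recomputed from the Ct, also with the ceiling, the highest Ct plus 1, detection in 2 of 3 or no filter, relative to the reference RNAs, and without scramble replicate 1, 2 or 3, against 11 with the trend and robust prior, 10 without normalization and relative to miRNAs detected in all samples, 7 with the methods' test and 4 with detection in all captures. On panel I alone, chosen after the data were seen, 10 of 10 were called, in the deposited levels and recomputed from the Ct. After removal of the group means, samples of equal number had a correlation across miRNAs of 0.015, 0.020 and 0.040, and of 0.158, 0.122 and 0.016 on panel I, so the evidence for pairing by number is mixed. On panel I, capture replicates 1 and 2 were closest to the scramble sample of their number and capture replicate 3 to scramble replicate 2 (0.029), while over both panels capture replicates 1 and 2 were closest to scramble replicates 2 (0.072) and 3 (0.047). Replicate 3 of both groups stood apart on panel II, and whether a number stands for a shared batch is not known. The higher miRNAs were also within 1.5 times with the methods' test (35), relative to miRNAs detected in all samples (51, also computed from the Ct), at the threshold of the study (32, or 31 with the methods' test) and with an adjusted p and 10-fold (31). The median log2 difference of all miRNAs was -0.65 in the deposited levels, -0.46 recomputed, 1.93 without normalization, 1.42 relative to miRNAs detected in all samples, -0.36 with either other treatment of wells without a Ct, and -5.57 relative to the reference RNAs, so that enrichments are relative to these shifts.

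Higher miRNAs, lower miRNAs and those of the 29 that were called were 20, 0 and 18 recomputed from the Ct (the deposited levels gave 40, 46 and 29), 79, 0 and 25 without normalization, 51, 0 and 25 relative to miRNAs detected in all samples, and 8, 121 and 6 relative to the reference RNAs. Recomputed with another filter they were 0, 0 and 0 of 288 miRNAs detected in 2 of 3 samples of a group, 33, 19 and 24 of 170 miRNAs detected in all captures, and 0, 0 and 0 of 752 miRNAs with no filter. The methods' test on the deposited levels gave 35, 23 and 25. At an unadjusted p under 0.05 limma gave 47 higher and 18 lower recomputed, 87 and 0 without normalization, 76 and 2 relative to miRNAs detected in all samples, 44 and 9 with the ceiling, 47 and 18 with the highest Ct plus 1, 41 and 10 with 2 of 3, and 45 and 0 with no filter. Leaving out 1 sample at a time gave 13 to 58 higher, 3 to 74 lower and 13 to 29 of the 29. Without scramble replicate 1, 2 and 3 the higher ones numbered 17, 13 and 14 and the lower ones 11, 5 and 3, and without capture replicate 1 the lower ones numbered 74. Among settings chosen after seeing the data, the same 3 counts were 16, 3 and 14 without replicate 3 of both groups, 35, 47 and 22 on panel I only, 4, 4 and 4 on panel II only, 43, 45 and 22 on panel I recomputed, 77, 0 and 22 on panel I without normalization (1 lower at an unadjusted p from limma), 89, 0 and 28 without normalization and with panel II of replicate 3 left out (1 lower at an unadjusted p from limma), and 36, 34 and 25 with panel II of replicate 3 left out.

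The difference in the number of miRNAs with a Ct, 155.7 over both panels, was 87.3 with a Ct ceiling of 37 and 55.3 with a ceiling of 35. The panels differed, with 141, 102 and 76.7 on panel I and 14.7, -14.7 and -21.3 on panel II for no ceiling, 37 and 35, so that on panel II the direction turned under both ceilings. The difference over both panels was 83.0 to 271.7 with 1 sample left out. The deposited levels called 8 lists. With an estimated correlation 2 were called, both chosen by the study, with the replicate block 8, with the Ct ceiling of 37 6, and with each other scaling 7, which for some scalings include the neuronal list, not called in the deposited levels.

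For the named miRNAs, 665 values kept their direction and side of the threshold, 394 lost the call, 39 gained it, and 46 changed sign without being called on either side. Another 57, called on at least 1 side, changed sign. In the changed setting only miR-181c-5p and miR-373-3p passed the test, both without normalization (adjusted p = 0.0028 and 0.031 from limma). The others lost a call. The log2 enrichments of the 57 follow. Recomputed from the Ct they were -0.99 for miR-320c, -1.49 for miR-92a-1-5p, 0.69 for miR-491-5p and 1.49 for miR-208a-3p. Relative to the reference RNAs they were -6.10 for miR-320c, -4.57 for miR-190b, -6.60 for miR-92a-1-5p, -4.67 for miR-320d, -1.08 for miR-1260a, -0.13 for miR-15b-5p, -0.12 for miR-30d-5p, -0.52 for miR-30c-5p, -0.45 for miR-125b-5p, -3.92 for miR-532-3p, -0.041 for miR-139-5p, -0.16 for miR-423-5p, -0.34 for miR-140-5p and -0.46 for miR-152-3p. With the Ct ceiling of 37 they were -1.61 for miR-320c, -0.074 for miR-190b, -1.58 for miR-92a-1-5p, -0.17 for miR-320d, 1.27 for miR-491-5p and 3.81 for miR-208a-3p. With the highest Ct plus 1 they were -0.90 for miR-320c, -1.70 for miR-92a-1-5p, 0.26 for miR-491-5p and 0.94 for miR-208a-3p. For miRNAs detected in 2 of 3 they were -1.19 for miR-320c, -1.69 for miR-92a-1-5p, 0.49 for miR-491-5p and 1.29 for miR-208a-3p, and for those detected in all captures -2.44 for miR-320c, -0.91 for miR-190b, -2.94 for miR-92a-1-5p, -1.01 for miR-320d and -0.26 for miR-532-3p. Without normalization they were 3.08 for miR-491-5p, 0.36 for miR-192-5p, 1.20 for miR-429, 4.28 for miR-181c-5p, 1.16 for miR-372-3p, 3.01 for miR-373-3p, 3.87 for miR-208a-3p, 0.75 for miR-20a-5p, 0.13 for miR-301b and 0.073 for miR-524-5p. Relative to miRNAs detected in all samples they were 2.57 for miR-491-5p, 0.69 for miR-429, 0.65 for miR-372-3p, 3.37 for miR-208a-3p and 0.24 for miR-20a-5p, and with no filter 2.67, 0.79, 0.75, 3.47 and 0.34 for the same miRNAs.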

Differences from the paper's values

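Supplementary Table S2 gives 26 of its 29 miRNAs a scramble Ct above 40, which its legend defines as no detection, and 5 of these have a Ct in a scramble sample of the deposited table. For miR-320c the paper's number of scramble samples with a Ct is 0 and the deposited number is 1 (Ct 22.77). For miR-190b it is 0 in the paper against 1 (Ct 11.83), for miR-320d 0 in the paper against 1 (Ct 28.74), for miR-138-2-3p 0 in the paper against 1 (Ct 37.88), and for miR-92a-1-5p 0 in the paper against 2 (Ct 25.60 and 38.42). Of the alternatives set before the data were examined, counting a Ct of 37 or less, or of 35 or less, gives 0 for miR-138-2-3p, 1 for miR-92a-1-5p and still 1 for miR-320c, miR-190b and miR-320d.

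At the paper's threshold of more than 10-fold and an unadjusted p under 0.05, the paper's count is 29 miRNAs and the count here is 32 with limma and 31 with the methods' test, which is within 1.5 times. Leaving out scramble replicate 3 gives 29. Levels recomputed from the Ct give 47, no normalization 77, the mean of the miRNAs detected in all samples 69, the reference RNAs 7, the highest Ct plus 1 47, and no filter 45. The paper's number of miRNAs with data, 272, is the number of deposited levels, and its enrichments of the 29 miRNAs are within a ratio of 1.005 of the folds computed here. The paper's average capture Ct of miR-18a-5p is 36.62 and the deposited mean is 31.29, while the other panel I miRNAs of the table have a paper's value 0.70 to 0.76 cycles above the deposited mean and those of panel II have -0.88 to -0.86.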

Other observations

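In the lists of other cell types, miRNAs of muscle were lower as a group in the deposited levels: of 4 measured members, 2 were lower, 0 higher and 2 did not pass the test (3 lower when adjusted over the list alone). The lower members were miR-206 at a log2 enrichment of -6.42 (standard error 1.00, adjusted p = 0.0054) and miR-208a-3p at -6.48 (standard error 1.29, adjusted p = 0.016), and the group's adjusted p was 0.044 with camera (adjusted p = 0.295 with an estimated correlation). On each scaling computed from the Ct the group was not called, and miR-208a-3p was at 3.87 without normalization. The deposited levels do not use the Ct of miR-208a-3p in capture replicate 2 (39.83) and in capture replicate 3 (19.94), where panel II stood apart. Both of its values therefore depend on these wells and not on the scaling alone. Of 14 measured miRNAs of neurons, 2 were higher, 0 lower and 12 did not pass the test (1 higher adjusted over the list alone), with miR-137 at 4.17 (standard error 0.85, adjusted p = 0.016), miR-125b-5p at 2.73 (standard error 0.84, adjusted p = 0.045) and miR-9-5p at 1.81 (standard error 0.80, adjusted p = 0.116). The group's adjusted p was 0.261 in the deposited levels (adjusted p = 0.654 with an estimated correlation), and 0.037 recomputed from the Ct, 0.018 without normalization, 0.023 relative to miRNAs detected in all samples and 0.030 with wells without a Ct at the highest Ct plus 1, against 0.713 relative to the reference RNAs and 0.115 with the Ct ceiling of 37. Of 4 measured miRNAs linked to tau in the literature, 1, miR-137, was higher and 3 did not pass the test (adjusted p = 0.124 for the group), with miR-132-3p, known for its loss in Alzheimer's disease brain, at 0.87 (standard error 1.15, adjusted p = 0.651).

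Other lists had no group call. Of 5 measured epithelial miRNAs, 2 were lower, miR-192-5p at -3.77 and miR-429 at -3.34, and 3 did not pass the test (adjusted p = 0.230), and both were above 0 without normalization. Of 4 of blood and immune cells, 1, miR-146a-5p, was higher (adjusted p = 0.465). Of 3 of the miR-302 and miR-371 clusters, 1, miR-302a-3p, was higher and 1, miR-372-3p, was lower at -2.94 (adjusted p = 0.815). Of 3 of the miR-30 family, 2, miR-30d-5p and miR-30c-5p, were higher (adjusted p = 0.124). The miR-181 family had 2 measured members and the liver list 0, too few for the test. For the lists the study chose on these samples, which are not independent evidence, the adjusted p was 3.1e-27 for the 29 miRNAs of Supplementary Table S2 and 3.4e-09 for the 10 selected ones (adjusted p = 0.019 for each with an estimated correlation).

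Lower miRNAs with a Ct in all scramble samples included miR-495-3p at -6.03 (standard error 0.86, adjusted p = 0.0046), miR-376c-3p at -5.55 (standard error 1.23, adjusted p = 0.018), miR-362-5p at -5.29 (standard error 1.38, adjusted p = 0.027) and miR-491-5p at -5.00 (standard error 1.06, adjusted p = 0.017). Without normalization none of these passed the test from limma, with log2 differences of -1.71, -1.20, -0.93 and 3.08. For miR-491-5p, the deposited levels do not use its Ct of 35.42 in capture replicate 2 and of 31.33 in capture replicate 3. Its value of -5.00 rests on these wells at the level of wells without a Ct, and its change to 3.08 is not from the normalization alone. With 1 sample left out of the deposited levels, miR-376c-3p ranged from -6.56 to -4.38, miR-362-5p from -6.63 to -4.46, miR-491-5p from -5.63 to -4.20, miR-206 from -7.03 to -5.71, miR-208a-3p from -7.86 to -5.64, and miR-137 from 3.77 to 4.78.

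In each panel, 3 wells with miRNA names had a Ct under 22 in all 6 samples, singled out after their values were seen. On panel I these were miR-20a-5p (19.8 ± 0.25 in capture and 20.5 ± 1.08 in scramble, SD, n = 3, exact permutation p = 0.4), miR-301b (20.0 ± 0.16 and 20.1 ± 0.81, exact permutation p = 1) and miR-524-5p (19.5 ± 0.30 and 19.6 ± 1.43, exact permutation p = 0.9). They were called lower in the deposited levels, at -3.57, -4.18 and -4.24. On panel II they were miR-34b-5p (17.1 ± 1.17 and 17.3 ± 1.13), miR-634 (17.0 ± 1.84 and 17.3 ± 1.28) and miR-888-3p (19.1 ± 1.21 and 19.0 ± 1.03). Each panel also has 3 wells named UniSp3, and those of panel I gave a Ct in 4 of 9 cases in capture and in 0 of 9 in scramble. Whether the well names match the plate layout was not tested, and this limits each value given here by miRNA name.

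let-7c-5p had a Ct of 28.64 and miR-29a-3p of 29.12 in capture replicate 3, where their deposited level is that of a well without a Ct. Their log2 enrichment was 3.70 (adjusted p = 0.409) and 4.17 (adjusted p = 0.372) in the deposited levels and 11.4 and 11.8 without normalization (adjusted p = 2.0e-04 for each). Both were singled out after their values were seen.

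Across the 10 selected miRNAs, the panel's log2 enrichment and the paper's TaqMan enrichment had a Spearman rho of 0.418 (permutation p = 0.234). This is a correlation across miRNAs, which are not independent replicates. The paper's TaqMan capture Ct of miR-320c is 19.75 and that of miR-190b is 20.64, against 32.9 and 27.7 on the panel, and the paper's TaqMan scramble Ct is below 40 for 9 of the 10.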
